# The Pol IV largest subunit CTD quantitatively affects siRNA levels guiding RNA-directed DNA methylation

**DOI:** 10.1093/nar/gkz615

**Published:** 2019-07-22

**Authors:** Jered M Wendte, Jeremy R Haag, Olga M Pontes, Jasleen Singh, Sara Metcalf, Craig S Pikaard

## Abstract

In plants, nuclear multisubunit RNA polymerases IV and V are RNA Polymerase II-related enzymes that synthesize non-coding RNAs for RNA-directed DNA methylation (RdDM) and transcriptional gene silencing. Here, we tested the importance of the C-terminal domain (CTD) of Pol IV’s largest subunit given that the Pol II CTD mediates multiple aspects of Pol II transcription. We show that the CTD is dispensable for Pol IV catalytic activity and Pol IV termination-dependent activation of RNA-DEPENDENT RNA POLYMERASE 2, which partners with Pol IV to generate dsRNA precursors of the 24 nt siRNAs that guide RdDM. However, 24 nt siRNA levels decrease ∼80% when the CTD is deleted. RNA-dependent cytosine methylation is also reduced, but only ∼20%, suggesting that siRNA levels typically exceed the levels needed for methylation of most loci. Pol IV-dependent loci affected by loss of the CTD are primarily located in chromosome arms, similar to loci dependent CLSY1/2 or SHH1, which are proteins implicated in Pol IV recruitment. However, deletion of the CTD does not phenocopy *clsy* or *shh1* mutants, consistent with the CTD affecting post-recruitment aspects of Pol IV activity at target loci.

## INTRODUCTION

Multisubunit RNA polymerases IV and V are plant-specific enzymes that play non-redundant roles in RNA-directed DNA methylation (RdDM), a process important for silencing DNA viruses, transposons, repetitive elements and a subset of genes (reviewed in: 1,2). In partnership with RDR2, Pol IV generates precursor RNAs, averaging only ∼32 bp in length (3–6), that are cleaved by the Dicer endonuclease, DCL3 to produce 24 nt siRNAs (3,7,8). The siRNAs are then loaded into an Argonaute family protein, primarily AGO4 or AGO6 (9,10) and guide the siRNA–AGO complexes to sites of Pol V transcription (11–13). In subsequent steps that are not well understood, the AGO–siRNA–Pol V transcription complexes mediate recruitment of chromatin modifying activities that include the cytosine methyltransferase, DRM2, resulting in extensive *de novo* cytosine methylation and associated histone modifications that collectively repress transcription by Pols I, II or III (14–16).

Pols IV and V are each composed of twelve subunits, most of which are encoded by the same genes as Pol II subunits (17). Subunits of Pols IV and/or V that differ from those of Pol II are encoded by genes that arose through duplication or retrotransposition of the ancestral Pol II subunit genes (18,19). Among the latter are the genes encoding the Pol IV and Pol V largest subunits, NRPD1 and NRPE1, respectively. Multiple exon–intron junction positions within the *NRPD1* and *NRPE1* genes are identical to those in *NRPB1*, which encodes the Pol II largest subunit, indicative of their shared ancestry (19). However, the 3′ ends of the NRPB1, NRPD1 and NRPE1 proteins are distinct. *NRPB1* encodes a C-terminal domain (CTD) composed of a repeating seven amino acid motif that is highly conserved throughout eukaryotes (20). These heptad repeats are missing in Pols IV and V (19,21,22). Instead, the Pol IV largest subunit has a relatively short CTD consisting almost entirely of a Defective Chloroplasts and Leaves (DeCL) subdomain named for its sequence similarity to a small protein family implicated in chloroplast pre-rRNA processing (23,24). A similar, but non-identical DeCL subdomain is present in the Pol V largest subunit CTD as one of at least four recognizable subdomains. Three of these subdomains affect Pol V function at different subsets of target loci (19,21,22,25), but deletion of the DeCL subdomain causes Pol V transcripts to become undetectable and eliminates nearly all Pol V-dependent RdDM (25). Importantly, Pol V transcription *in vitro* is unaffected by deletion of the DeCL subdomain (25). Collectively, these results have suggested that the DeCL subdomain of Pol V may be required for the enzyme's recruitment or activity in the context of chromatin. Consistent with this interpretation, loci that are mis-regulated in the absence of the NRPE1 DeCL subdomain overlap considerably with loci that are mis-regulated in mutants defective for proteins implicated in Pol V recruitment to target loci (25).

Based on the prior studies of Pol V, a reasonable hypothesis is that the DeCL domain of Pol IV might be important for Pol IV recruitment to target loci, which is thought to be mediated by members of the CLASSY (CLSY) protein family (CLSY1 through CLSY4) and SAWADEE HOMEODOMAIN HOMOLOG 1 (SHH1; also known as DTF1) (5,26–28). CLSY proteins are predicted to be adenosine triphosphate (ATP)-dependent DNA translocases, a protein superfamily that includes chromatin remodelers, helicases and DNA repair enzymes (29). CLSY1 and CLSY2 primarily enable Pol IV function at loci interspersed among genes in the chromosome arms whereas CLSY3 and CLSY4 mostly facilitate Pol IV function within pericentromeric regions that are gene-poor and composed of dense heterochromatin (27). SHH1/DTF1 has a domain that binds Histone H3 dimethylated on lysine 9 (H3K9me2) and is thought to recruit Pol IV to target sites enriched for this modification (26,27) in crosstalk with CG maintenance methylation, dependent on DNA methyltransferase MET1 and histone deacetylase HDA6 (30). The activities of MET1 and HDA6 allow for transgenerational epigenetic inheritance of Pol IV recruitment signals (30). Loci requiring SHH/DTF1 are enriched within chromosome arms, similar to CLSY1-2-dependent loci, and SHH1/DTF1 and CLSY1 interact in yeast two-hybrid assays, suggesting that they work in partnership (28).

In this study, we tested the importance of the Pol IV CTD for Pol IV transcription and termination in vitro, as well as the functional coupling of Pol IV and RDR2 activities, which act sequentially to generate the dsRNA precursors of 24 nt siRNAs. We also tested the importance of the CTD for siRNA biogenesis, cytosine methylation and transcriptional silencing, which are the molecular phenotypes indicative of Pol IV function *in vivo*. We show that in the absence of the CTD, Pol IV transcription, RDR2 association, Pol IV termination and Pol IV-RDR2 transcriptional coupling are all unimpaired in vitro, indicating that the CTD is dispensable for the known catalytic activities of Pol IV. Nonetheless, 24 nt siRNA levels and cytosine methylation are reduced *in vivo*. Like methylated loci dependent on SHH1 and CLSY1/2, loci dependent on the Pol IV CTD are more prevalent within chromosome arms than in pericentromeric regions. However, the molecular phenotypes resulting from deletion of the Pol IV CTD differ from those of *shh1* and *clsy1clsy2*, suggesting that the CTD affects steps of the Pol IV transcription cycle other than, or in addition to, recruitment to target loci.

## MATERIALS AND METHODS

### Plant material

*Arabidopsis thaliana* mutants *nrpd1-3* and *nrpe1-11* have been described previously (22,31), as have full length NRPD1-FLAG (*nrpd1-3*) and NRPB2-FLAG (*nrpb2*) transgenes and *nrpb2* (32,33). All plants were grown in soil in long day conditions (16 h light, 8 h dark).

### Generation of the NRPD1ΔCTD transgenic line

The C-terminal domain deletion of NRPD1 (amino acids 1337–1453) was generated by modification of a pENTR-NRPD1 full-length genomic clone with the native gene promoter (33). Using this clone as the DNA template, polymerase chain reaction (PCR) amplification of the gene without the CTD (Supplementary Table S8) was accomplished using Pfu Ultra DNA polymerase (Stratagene). The PCR product was cloned into pENTR-TOPO S/D (Invitrogen) then recombined into pEarleyGate302 to generate a C-terminal FLAG epitope fusion (34). The plasmid was transformed into *Agrobacterium tumefaciens* and used to transform *nrpd1-3* plants using the floral dip method (35,36).

### Protein immunoprecipitation and immunoblot analysis

Proteins were extracted from 4 grams of ∼2.5 week-old above-ground plant tissues ground to a fine powder in liquid nitrogen. The resulting powder was suspended in 14 ml lysis buffer (50 mM Tris HCl pH 7.6, 150 mM NaCl, 5mM MgCl_2_, 10% glycerol, 0.5 mM Dithiothreitol (DTT), 0.1% IGEPAL, 1% plant protease inhibitors (Sigma)), filtered through two layers of Miracloth and subjected to centrifugation at 16 000 × *g*, 15 min, 4°C. The resulting supernatant was incubated with anti-FLAG Agarose (Sigma) for 2 h at 4°C on a rotating mixer. The agarose resin was then washed twice with lysis buffer and boiled in sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE) sample buffer. SDS-PAGE was conducted using Tris-glycine gels and proteins were then transferred to nitrocellulose membranes for immunoblotting. Antibodies were diluted in TBST + 5% (w/v) nonfat dried milk as follows: 1:500 anti-NRP(D/E)2, 1:250 anti-RDR2, 1:500 anti-NRP(B/D/E)11 and 1:2000 anti-FLAG-HRP (Sigma). Anti-rabbit-HRP (Santa Cruz Biotechnology) diluted 1:5000 was used as secondary antibody to bind the primary antibodies. Native antibodies to NRP(D/E)2, RDR2 and NRP(B/D/E)11 were previously described (25,31,37).

### Nuclear immunolocalization

Immunolocalization studies were conducted as described previously (Pontes *et al.*, (33)), using nuclei of 4-week-old plants fixed in 4% formaldehyde and antibodies recognizing the C-terminal FLAG epitopes fused to the recombinant NRPD1 proteins.

### *In* *vitro* transcription assays

Equimolar amounts of template DNA, non-template DNA and RNA primer, whose sequences are provided in Supplementary Figure S1, were mixed in annealing buffer (30 mM HEPES-KOH at pH 7.6, 100 mM potassium acetate), brought to a boil in a water bath and slowly cooled to room temperature. For Pol IV reactions involving end-labeled primer RNA, a 10% excess of non-template DNA was used to ensure the complete annealing of the RNA primer. End-labeling was achieved using T4 polynucleotide kinase (T4 PNK, NEB) and 25 μCi of [γ-^32^P]-ATP (6000 Ci/mmol; Perkin Elmer).

*In vitro* transcription reactions involved Pol IV–RDR2 complexes affinity captured on anti-FLAG agarose resin (Sigma) (4,25). A total of 25 μl of polymerase-bound resin was washed once with low salt buffer (100 mM potassium acetate, 25 mM HEPES-KOH pH 7.9, 20% glycerol, 0.1 mM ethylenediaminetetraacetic acid (EDTA), 0.5 mM DTT, 1 mM PMSF), then adjusted to 50 μl in low salt buffer buffer. A total of 50 μl of 2× transcription reaction buffer (template nucleic acids, 120 mM ammonium sulfate, 40 mM HEPES-KOH pH 7.6, 20 mM magnesium sulfate, 20 μM zinc sulfate, 20% glycerol, 0.16 U/μl RNaseOUT, 20 mM DTT) was added to the 50 μl of resin slurry with associated RNA polymerases or non-specifically associated proteins of non-transgenic plant lysate controls. For end-labeled primer extension assays, the final template concentration was 25 nM and for the body-labeling assay, the template concentration was 250 nM. The final nucleotide triphosphate (NTP) concentration for end-labeling assay was 1 mM each of ATP, GTP, CTP and UTP and for the body labeling assay it was 1 mM each of GTP, CTP and UTP, 40 μM ATP and 10 μCi of [α-^32^P]-ATP (3000 Ci/mmol; Perkin Elmer). Transcription reactions were conducted at room temperature for 60 min on a rotating mixer and stopped by addition of 20 mM EDTA and heating at 75°C for 5 min. Transcription products were desalted using PERFORMA spin columns (EdgeBio) and precipitated using 1/10 volume of 3M sodium acetate, pH 5.2, 20 μg glycogen and three volumes of isopropanol at −20°C overnight. Radioactive RNA transcripts were resolved on 15% denaturing polyacrylamide gels, transferred to Whatman 3MM filter paper, dried under vacuum and visualized by autoradiography.

### Whole genome bisulfite sequencing and analysis

Bisulfite sequencing and analysis was conducted as described in (25). DNA (100 ng) extracted from ∼2.5-week-old above ground plant tissues was prepared using the Illumina TruSeq DNA methylation library prep kit according to the manufacturer's instructions. Libraries were sequenced using an Illumina NextSeq instrument. Base calling, adapter trimming, and read size selection (≥35 bp) were performed using bcl2fastq v2.16.0.10. To counter methylation end bias, the first seven and last two bases of each read were removed and a minimum q-score of 25 was applied as a filter using Cutadapt version 1.9.1 (38). Mapping of sequenced reads to the *A. thaliana* TAIR10 genome, removal of PCR duplicates and extraction of methylation information for cytosines with a minimum coverage of five reads was completed using Bismark version 0.16.1 with default settings (39). The bisulfite conversion rate was calculated based on the number of methylated cytosines divided by total number of mapped cytosines (converted and un-converted) of the chloroplast genome, which is unmethylated.

Differently methylated regions (DMRs) for CHH methylation relative to Col-0 were defined using the R package methylKit version 0.9.5 (40). The genome was analyzed in 300 bp sliding windows with a step size of 200 bp. Windows were counted if 10 informative cytosines with at least five reads each were observed. Significant hypo-DMRs, where methylation is reduced relative to wild-type (WT), were assessed at a cutoff value of at least a 10% decrease relative to WT. DMRs were calculated using a logistic regression and significance was assumed for q-values ≤ 0.01, with *P*-values corrected for multiple testing using the SLIM method (40). Changes in methylation between genotypes and statistic values were calculated using both biologic replicates to account for variation between replicates. Overlapping DMRs were merged into a single region prior to determining the number of DMRs in each line. Only DMRs that also met minimum coverage criteria in our sRNA sequencing data sets (see ‘sRNA analysis’ section) were considered in the analyses in Figures 2, 3 and 6.

To quantify % methylation within regions of interest, the methylKit regionCounts function was utilized with the genomic coordinates of interest input as a bed file (40). In box plots, outliers 1.5 times the interquartile range beyond the upper or lower quartile were omitted for visualization purposes but were included in all calculations. For heatmap and hierarchical clustering analyses, the heatmap.2 R function was utilized with default clustering settings (http://www.R-project.org/). To find the distribution of DMRs between euchromatin and dense heterochromatin, as shown in Figure 6D, the following coordinates were used to designate the dense pericentromeric heterochromatin regions on each chromosome: Chr1: 12150001-17900000; Chr2: 1000001-7350000; Chr3: 10600001-16350000; Chr4: 2550001-6400000; Chr5: 9550001-15050000. Regions falling within the heterochromatic knob of Chromosome 4 (Chr4: 1300001-2400000) were also considered dense heterochromatin regions.

To calculate % methylation values for the locus-specific analyses of Figures 4 and 5, % methylation was summed for all Pol IV-dependent DMRs, regardless of small RNA coverage, found to overlap the locus of interest, including 300 bp of 5′ and 3′ flanking sequence.

Accession numbers for previously published bisulfite sequencing data are provided in Supplementary Table S1.

### sRNA analysis

Whole genome small RNA sequencing was conducted using 1 μg total RNA isolated from 2.5-week-old above-ground plant tissues isolated using Trizol. Libraries were prepared using the Illumina TruSeq small RNA library prep kit according to the manufacturer's instructions, except that the size selection step was adjusted to select for RNAs of 15–60 nt.

Raw reads were adapter and quality (q > 20) trimmed and size selected (16–60 nucleotides) using Cutadapt version 1.9.1 (38). Reads were first filtered to remove structural RNAs (tRNAs, rRNAs, snRNAs and snoRNAs), then mapped to the *Arabidopsis* TAIR10 genome using ShortStack version 3.4 default settings (41).

Small RNA read counts for regions of interest were extracted from BAM files using the ShortStack –locifile function (41). First, read counts for all Pol IV-dependent CHH DMRs identified from bisulfite sequencing data (see above) were obtained for both Col-0 replicates. Only those regions that had a minimum of 25 reads, were classified as 24 nt clusters (minimum of 80% of reads being the 24 nt size class) in both Col-0 replicates, and showed a minimum −2 log_2_ fold change in *nrpd1-3* mutants were used for the sRNA the DNA methylation analyses in Figures 2, 3 and 6. Counts were normalized as reads per million (RPM) bases of total mapped reads. To calculate the log_2_ fold change relative to Col-0, 0.5 reads were first added to the read count for each region of interest to account for 0 values. After read count normalization, the average RPM of WT Col-0 was calculated and log_2_ fold changes were calculated for each sample as: log_2_ (Sample RPM/Avg. WT Col-0 RPM). In the Venn diagram in Figure 2C, the numbers represent the average log_2_ fold change of both replicates for each line. In box plots, outliers 1.5 times the interquartile range beyond the upper or lower quartile were omitted for visualization purposes but included in all calculations. For heatmap and hierarchical clustering analyses, the heatmap.2 R function was utilized with default clustering settings (http://www.R-project.org/). To find the distribution of regions between euchromatin and dense heterochromatin, as shown in Figure 6C, the following coordinates were used to designate the dense pericentromeric heterochromatin regions on each chromosome: Chr1: 12150001-17900000; Chr2: 1000001-7350000; Chr3: 10600001-16350000; Chr4: 2550001-6400000; Chr5: 9550001-15050000. Regions falling within the heterochromatic knob of Chromosome 4 (Chr4: 1300001-2400000) were also considered dense heterochromatin regions. Accession numbers for previously published sRNA data are listed in Supplementary Table S1.

To analyze Pol IV dependent precursor RNAs, as shown in Figure 3F and Supplementary Table S7, read sizes of 26–60 nt were summed for each Pol IV DMR in each Col-0 replicate and only those regions with a minimum coverage of 10 reads for precursor RNA size classes in both Col-0 replicates were analyzed for each genotype.

To calculate log_2_ fold change values for the locus-specific analyses in Figures 4 and 5, 24 nt siRNA clusters were identified genome-wide. The 24 nt siRNA clusters were defined with a minimum coverage of 25 reads, comprised of at least 80% 24 nt siRNAs. 

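The deposited small RNA data list 7323 clusters with TAIR10 coordinates, the same in all 8 samples, with a count of mapped reads for each. They are 24 to 3846 bp long, with a median of 305 bp, and 1765, 1474, 1407, 1119 and 1558 of them lie on chromosomes 1, 2, 3, 4 and 5. By the annotation, 4936 were classed as intergenic, 2202 as exon, 175 as intron and 10 as pseudogene only. Clusters in an exon of a pseudogene, such as AT4G04293, were classed as exon, so the last class does not hold all clusters at pseudogenes. In Col-0 replicate 2 the lowest count of any cluster was 25 reads. In Col-0 replicate 1 it was 3 reads, and 166 clusters had fewer than 25 reads there. Counts of at least 100 reads in each Col-0 replicate were reached by 2864 clusters.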

Clusters within 75 bp were merged into a single region. Only clusters that were identified in both Col-0 WT replicates were analyzed. Read counts were summed in each replicate of each genotype for all 24 nt siRNA clusters found to overlap the locus of interest with 300 bp of 5′ and 3′ flanking sequences included and log_2_ fold changes were calculated relative to the average Col-0 RPM as described above.

### Chop PCR

Genomic DNA was double-digested with AluI and HaeIII (NEB) at 37°C for 3 h, followed by PCR using GoTaq Green (Promega) with primers that flank enzyme cut sites listed in Supplementary Table S8. For no-digest controls, DNA was subjected to the same protocol but with no restriction enzymes added.

### RT-PCR

RNA extraction of 2.5 weeks above-ground tissues was conducted using Trizol. Reverse transcription was conducted using SuperScript III (Invitrogen), 5 μg RNA and random primers (Sigma) PCR amplification was conducted using GoTaq Green (Promega) with primers listed in Supplementary Table S8.

## RESULTS

### The NRPD1 CTD is dispensable for Pol IV subunit assembly, nuclear localization, RNA polymerase activity and transcriptional coupling with RDR2

Transgenes expressing full length NRPD1 or NRPD1 lacking the C-terminal DeCL domain (amino acid positions 1337–1453; referred to as NRPD1ΔCTD; Figure 1A) were transformed into *nrpd1-3*, a null mutant with a T-DNA insertion disrupting the Pol IV largest subunit gene. FLAG epitope tags fused to the C-termini of the recombinant NRPD1 proteins enabled their affinity capture on anti-FLAG agarose beads (Figure 1B). Full-length NRPD1 and NRPD1ΔCTD copurify with equivalent amounts of NRP(D/E)2, the Pol IV second-largest subunit, and RDR2 (Figure 1B) indicating that Pol IV subunit assembly and RDR2 association do not require the CTD.

**Figure 1.**
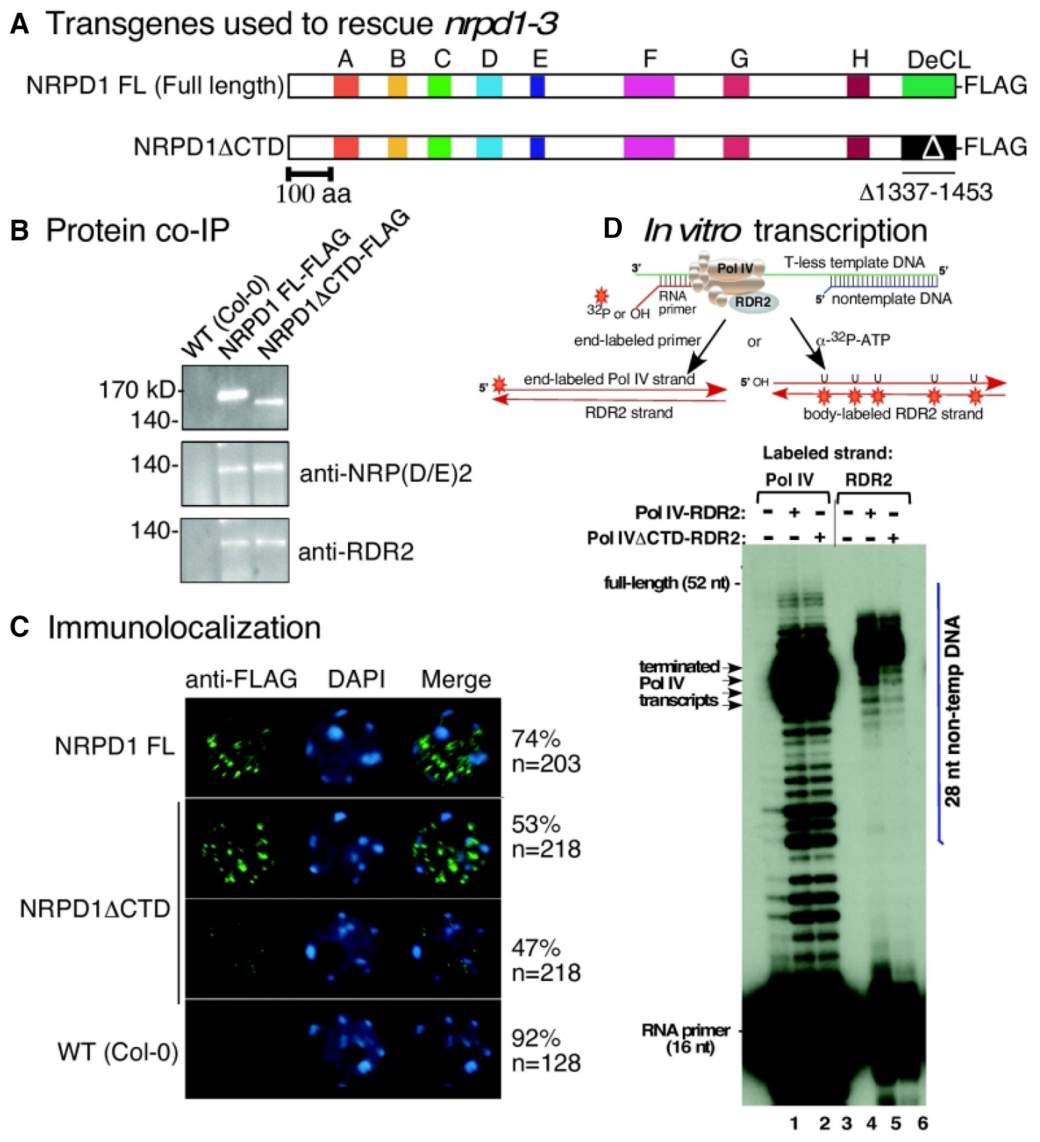
Expression and functional analysis of full length *NRPD1* and NRPD1ΔCTD transgenes. (**A**) Schematic of the full length NRPD1 protein and NRPD1 missing the C-terminal DeCL domain. Domains A-H are conserved in all multi-subunit RNA polymerase largest-subunit genes. NRPD1 has a unique carboxy-terminal domain (CTD) characterized by a Defective Chloroplasts and Leaves (DeCL) domain similar to proteins involved in chloroplast function. Full length NRPD1 and NRPD1 with the DeCL domain deleted (deletion encompassing amino acids 1337–1453, referred to as NRPD1ΔCTD) were transformed into *nrpd1-3* mutant plants. Both constructs incorporated a C-terminal FLAG epitope. (**B**) Western blot of anti-FLAG immunoprecipitated full length NRPD1 or NRPD1ΔCTD proteins. The top panel was probed using anti-FLAG antibodies. The middle and bottom panels were probed using antibodies that recognize the Pol IV second-largest subunit, NRP(D/E)2 or the Pol IV interacting protein RNA DEPENDENT RNA POLYMERASE 2 (RDR2), respectively. Non-transgenic Col-0 was also subjected to immunoprecipitation as a negative control. (**C**) Formaldehyde-fixed nuclei were incubated with anti-FLAG antibodies to detect recombinant NRPD1 proteins. Nuclei of non-transgenic Col-0 serve as a negative control. The number of nuclei examined, and the frequency of localization patterns resembling the representative images shown, are provided to the right of the images. (**D**) The NRPD1 CTD has no effect on Pol IV transcription elongation, termination or RDR2 coupling. Affinity purified Pol IV–RDR2 complexes assembled using full-length NRPD1 or NRPD1ΔCTD were tested for both Pol IV and RDR2 activity using a 52 nt T-less template DNA annealed to a 28 nt nontemplate DNA strand and 16 nt RNA primer, as depicted in the cartoon. In lanes 1–3, transcription reactions were conducted using ^32^P end-labeled RNA primer, allowing first strand transcripts generated by Pol IV to be visualized following denaturing polyacrylamide gel electrophoresis and autoradiography. In lanes 3–6, an unlabeled RNA primer was used to initiate first strand synthesis and α-^32^P-ATP incorporation was used to body- label second strands synthesized by RDR2. In lanes 1 and 3, fractions resulting from mock FLAG affinity purification of proteins from lysates of non-transgenic plants were tested as negative controls. The position of the nontemplate DNA strand, relative to the transcripts, is depicted by the blue vertical bar to the right of the autoradiogram. Nucleic acid sequences are provided in Supplementary Figure S1B.

Detection of the recombinant NRPD1 proteins in isolated cell nuclei using anti-FLAG antibodies revealed that full-length NRPD1 and NRPD1ΔCTD are both detectable within punctate foci (Figure 1C), consistent with previous studies of native NRPD1 (33). The percentage of nuclei displaying this pattern was somewhat lower for NRPD1ΔCTD than for full-length NRPD1 (53 versus 74%), but the significance of this observation is unclear.

To test whether the CTD is needed for catalytic activity, Pol IV–RDR2 complexes were affinity purified, by virtue of the FLAG epitope tags engineered at the C-termini of NRPD1 or NRPD1ΔCTD, and assayed side-by-side for Pol IV transcription, Pol IV termination and coupling of Pol IV termination with RNA second strand synthesis by RDR2. As reported recently, Pol IV engaged in transcription of a single-stranded DNA template terminates 12–16 after encountering a basepaired non-template DNA strand (8). Moreover, termination induced in this manner is required for RDR2 to use the Pol IV transcript as a template and synthesize a complementary RNA strand, thus generating a dsRNA that can be diced by DCL3 (8). Transcription by Pol IV and RDR2 can be monitored using a 51 nt DNA template lacking thymidines (T-less template) to which a 16 nt RNA primer and 28 nt non-template DNA strand have been annealed (8), as depicted in the diagram of Figure 1D (see also Supplementary Figure S1B for nucleic acid sequences). By end-labeling the RNA primer with ^32^P, first-strand transcripts generated by Pol IV can be visualized by autoradiography, following denaturing polyacrylamide gel electrophoresis (Figure 1D, lanes 2–3; see also Supplementary Figure S1A). Alternatively, by using an unlabeled primer to initiate Pol IV transcription, α-^32^P-ATP incorporation can be used to body-label second-strand transcripts synthesized by RDR2 (Figure 1D, lanes 5–6). Because the DNA template strand lacks T’s, A’s cannot be incorporated into first strand transcripts. Instead, U’s present in the first strands template A incorporation into second strands (8). The RDR2 transcripts migrate more slowly than Pol IV transcripts due to sequence-dependent differences in the complementary strands and due to RDR2′s terminal transferase activity, which adds one (and sometimes 2) extra non-templated nucleotide to the 3′ ends of RDR2 transcripts (3,8). Collectively, the results of Figure 1D (see also Supplementary Figure S1A) show that Pol IV assembled using full-length NRPD1 or NRPD1ΔCTD has indistinguishable Pol IV elongation, Pol IV termination and RDR2 coupling activities, indicating that the CTD is not required for the catalytic steps that generate the double-stranded RNA precursors of 24 nt siRNAs (8).

### CTD deletion impacts siRNA and DNA methylation levels *in vivo*

To assess the importance of the CTD on Pol IV functions *in vivo*, we conducted bisulfite sequencing to map positions of cytosine methylation genome-wide in parallel with small RNA deep sequencing, comparing WT *A. thaliana* (accession Col-0), *nrpd1-3, nrpd1-3* expressing full-length NRPD1 or *nrpd1-3* expressing NRPD1ΔCTD (see Supplementary Table S1 for sequencing statistics). Two independent biological replicates were tested for each genotype. 

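The small RNA libraries came from 2.5-week-old plants of 4 genotypes with 2 replicates each, 8 samples in all. The genotypes were WT Col-0, the null mutant nrpd1-3, and nrpd1-3 carrying a transgene for full-length NRPD1 (NRPD1 FL) or for NRPD1 without its C-terminal domain (NRPD1ΔCTD). The authors trimmed the reads with Cutadapt, removed structural RNAs, mapped the rest to TAIR10 with ShortStack and counted mapped reads over each 24 nt siRNA cluster. The deposited values are these raw counts, without normalization, for 7323 clusters. Mapped reads per library ranged from 3829746 to 6424559 by Supplementary Table S1, and were used as library sizes. In Col-0, 1267579 and 1223379 reads lay in clusters, 23.99% (95% Wilson interval 23.95 to 24.03) and 19.04% (19.01 to 19.07) of the mapped reads. The counts were 28159 and 44258 in nrpd1-3, 0.618% (0.611 to 0.626) and 1.156% (1.145 to 1.166). NRPD1 FL had 796615 and 745651 cluster reads, 13.83% (13.80 to 13.85) and 14.51% (14.48 to 14.54). NRPD1ΔCTD had 269096 and 244371, 4.77% (4.75 to 4.79) and 5.28% (5.26 to 5.30).

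The mean share of mapped reads was 21.5% ± 3.50 (SD, n = 2) in Col-0, 0.887% ± 0.380 in nrpd1-3, 14.17% ± 0.483 in NRPD1 FL and 5.03% ± 0.360 in NRPD1ΔCTD. For each comparison of genotypes an exact permutation test gave p = 0.33, the smallest p that 2 replicates against 2 allow. The smallest level that the depth could show, 3 reads, was 0.467 to 0.783 RPM (reads scaled to the mapped reads of the library, as in the methods). In nrpd1-3, 5547 clusters had no read in replicate 1 and 3400 had none in replicate 2, so a level there is below detection rather than absent. NRPD1 FL had no read at 118 and 124 clusters, and NRPD1ΔCTD at 463 and 486. In nrpd1-3 a single cluster held 39.3% and 32.0% of the cluster reads. It lies on chromosome 1 from 24884328 to 24884472 in an exon of AT1G66725, which the annotation lists as a miRNA gene. Log2 fold changes were computed as in the methods, with 0.5 reads added to each count and the mean RPM of the Col-0 replicates as the reference. Genotypes were also compared in edgeR by a quasi-likelihood test on all 8 samples with Benjamini-Hochberg adjustment. The spread between replicates was larger than sampling noise in every genotype, with a chi-square per degree of freedom of 4.19 in Col-0, 1.97 in nrpd1-3, 3.31 in NRPD1 FL and 2.64 in NRPD1ΔCTD.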

Analysis of the bisulfite sequencing data focused on cytosine methylation in the CHH context, which is a hallmark of RdDM. We first identified differentially methylated regions (DMRs) of WT versus *nrpd1-3* mutants. We then filtered loci for their correspondence to siRNA generating loci, identifying DMRs where 24 nt siRNA levels are reduced at least 4-fold (log_2_ = −2) in *nrpd1-3* mutants relative to WT. Using these parameters, 3237 loci are sites of siRNA synthesis that become significantly hypo-methylated in *nrpd1-3* mutants relative to WT (Figure 2A and C; Supplementary Tables S2 and 3).

**Figure 2.**
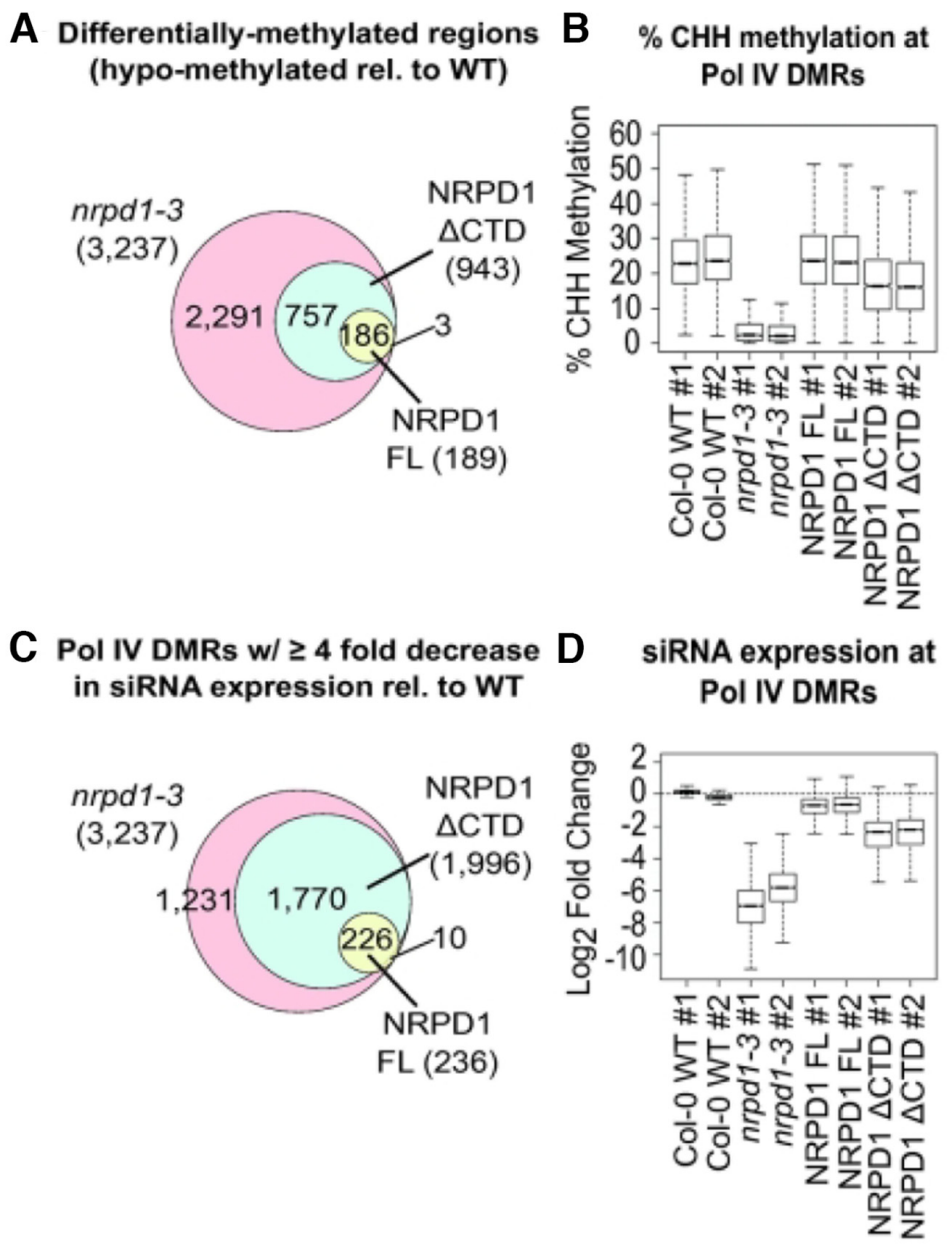
Genome-wide assessment of the abilities of full length NRPD1 and NRPD1ΔCTD to restore DNA methylation and siRNA expression in the *nrpd1-3* null mutant background. (**A**) Venn diagram comparing the number of DMRs (hypo-methylated with respect to WT, Col-0) identified by whole genome bisulfite sequencing of two biologic replicates for each genotype tested (See ‘Materials and Methods’ section). Genomic coordinates of hypo-methylated regions are provided in Supplementary Table S2. (**B**) Box plots summarizing the % methylation for cytosines in the CHH context within the 3237 Pol IV-dependent DMRs. Values for each biologic replicate of each genotype are shown (see Supplementary Table S2 for % methylation values for each DMR for each replicate). (**C**) Venn diagrams comparing the number of Pol IV-dependent DMRs at which siRNA levels 4-fold or more compared to WT levels based on RNA-seq data for two biologic replicates for each genotype. See Supplementary Table S3 for sRNA read counts and calculations. (**D**) Box plots summarizing the log_2_ fold change in siRNA expression relative to WT Col-0 across all 3237 Pol IV-dependent regions for each replicate of each genotype tested. See Supplementary Table S3 for sRNA read counts and calculations.

Expression of full length NRPD1 in the *nrpd1-3* mutant background restored methylation above cutoff levels at >94% of the 3237 DMRs, but with 189 remaining hypo-methylated (Figure 2A). Because Pol IV recruitment signals are epigenetically inherited, and involve cytosine methylation (30), the 6% of DMRs that remain hypomethylated upon rescue with full length NRPD1 might include loci whose loss of methylation in the *nrpd1-3* mutant background impaired subsequent Pol IV recruitment. Expression of NRPD1ΔCTD restored methylation at 71% of the DMRs, but 943 DMRs remained hypo-methylated (Figure 2A). Collectively, these results show that CTD-dependence of DMR methylation is locus-specific.

CHH-context cytosines present in the 3,237 DMRs show ∼22–24% methylation levels in WT Col-0 plants but only 2–3% methylation in the *nrpd1-3* mutant (Figure 2B). Expression of full-length NRPD1 in the *nrpd1-3* mutant background restores overall % CHH methylation to levels indistinguishable from WT in both replicates (Figure 2B). In plants expressing NRPD1ΔCTD in the *nrpd1-3* mutant background, CHH methylation is restored to 16–17%, indicating substantial rescue of methylation but not full rescue (Figure 2B). Collectively, the results of Figures 2A and B indicate that in the absence of the CTD, Pol IV function in RdDM is compromised but not abolished.

Pol IV’s role in RdDM is to generate precursors of 24 nt siRNAs, thus small RNA-seq data were analyzed to examine CTD effects on siRNA levels. Examining siRNA read counts at the 3237 DMRs revealed that expression of full length NRPD1 in the *nrpd1-3* mutant background restored siRNA levels above the cutoff level (log_2_ = −2) at ∼93% of the loci, but with 236 loci having siRNA levels still below the cutoff (Figure 2C and Supplementary Table S3). 

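The readable part of Supplementary Table S2 lists 1997 of these DMRs, all on chromosomes 1, 2 and 3. Of these, 1940 overlap at least 1 of the 24 nt clusters, and the overlap comprises 2035 Pol IV-dependent clusters. In NRPD1 FL the mean log2 fold change of the replicates was above -2 at 93.3% of those clusters and at or below -2 at 6.68% of them. The median over the clusters was -0.722 in replicate 1 and -0.660 in replicate 2, which corresponds to 62.0% of the Col-0 level for the mean of the replicates. Leaving out each Col-0 or NRPD1 FL replicate in turn moved the share at or below -2 between 5.65% and 8.16%, and the lowest share of all, 4.23%, came from edgeR's TMM normalization over the clusters.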

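At the same 2035 clusters, NRPD1ΔCTD had a mean log2 fold change above -2 at 38.5% and at or below -2 at 61.5%. Its median over the clusters was -2.33 in replicate 1 and -2.18 in replicate 2, a mean of -2.26 ± 0.109 (SD, n = 2) or 20.9% of the Col-0 level. Measured against NRPD1 FL instead of Col-0, the median was -1.57 ± 0.0663 (SD, n = 2), so the gap between the transgenic lines was many times the spread between replicates. The sample labels give no transgene insertion, so this spread may not cover differences between independent insertions. The share at or below -2 depends on the library size chosen. It was 75.4% with mapped reads outside the clusters as the library size, and 12.1% with TMM normalization, which takes most clusters to be unchanged between genotypes.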

In contrast, expression of NRPD1ΔCTD restored siRNA levels at only ∼38% of loci (1241/3237), with 1996 loci having siRNA levels at least 4-fold lower than WT (Figure 2C and Supplementary Table S3). 

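Of the 7323 clusters in the files, 7294 had a mean log2 fold change of -2 or lower in nrpd1-3, and 29 did not. Among these 7294 Pol IV-dependent clusters, NRPD1 FL was at least 4-fold below Col-0 at 640 (8.77%) and above that cutoff at 6654 (91.2%). NRPD1ΔCTD was at least 4-fold below Col-0 at 4408 clusters (60.4%) and above the cutoff at 2886 (39.6%). The corresponding shares at the clusters that overlap listed DMRs were 6.68% in NRPD1 FL and 61.5% in NRPD1ΔCTD. Leaving out each replicate in turn gave 563 to 750 clusters in NRPD1 FL and 3902 to 4846 in NRPD1ΔCTD. DESeq2's size factors over the clusters lowered these numbers most, to 43 and 146, out of only 786 clusters still 4-fold down in nrpd1-3. From proportions like these the paper proposes that the choice of regions covered by bisulfite sequencing did not alter the trend.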

Similar proportional effects on siRNA levels were found when examining 24 nt siRNA clusters genome-wide, irrespective of coverage with bisulfite sequencing (Supplementary Figure S2). This suggests that our decision to focus on regions for which there is both strong bisulfite sequencing and strong sRNA sequencing coverage does not yield results that differ from general trends.

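Summed over the clusters within each of the 1940 listed DMRs, the median log2 fold change in nrpd1-3 was -7.19 in replicate 1 and -5.84 in replicate 2. These medians correspond to 0.687% and 1.74% of the Col-0 level. Over all 7294 Pol IV-dependent clusters the medians were -6.60 and -5.67, a mean of -6.14 ± 0.659 (SD, n = 2) or 1.42% of Col-0. In both replicates the median cluster lay below the floor of 3 reads, so the percentages over clusters depend on the value added to each count. The median count per cluster was 0 reads in replicate 1 and 1 read in replicate 2, against 85 and 81 reads in the Col-0 replicates. The value added to each count therefore moved this median more than that of any other genotype, to -7.87 with 0.1 reads and to -5.37 with 1 read. Normalization over the clusters gave -2.64 with either DESeq2's size factors or TMM. These medians cover only the 786 and 1006 clusters still at least 4-fold down in nrpd1-3 by each method. They are not medians of the 7294 clusters, and the cutoff of -2 itself limits them. By edgeR, 7264 clusters were lower in nrpd1-3 than in Col-0 with an adjusted p under 0.05, and 4 were higher.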

Quantitative assessment of small RNA-seq read numbers shows that in *nrpd1-3* mutants, siRNA levels fall to ∼1% of WT levels (WT/mutant log_2_ median values of −6.9 and −5.8 for the two *nrpd1-3* replicates) (Figure 2D and Supplementary Table S3). Expressing full length NRPD1 in the *nrpd1-3* mutant background restores siRNA levels to ∼62% of WT (transgenic line log_2_ = −0.7 for both replicates) (Figure 2D and Supplementary Table S3). 

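In NRPD1 FL, the median log2 fold change over the 1940 listed DMRs was -0.727 in replicate 1 and -0.670 in replicate 2, or 60.4% and 62.9% of Col-0. Over all Pol IV-dependent clusters it was -0.651 and -0.604, a mean of -0.628 ± 0.0336 (SD, n = 2) or 64.7% of Col-0. The middle 50% of the clusters lay between -1.17 and -0.202 in replicate 1 and between -1.12 and -0.149 in replicate 2. In edgeR's test, 1810 clusters were lower than in Col-0 with an adjusted p under 0.05 and 38 were higher, so most clusters could not be told apart from Col-0 at this depth with 2 replicates. The Col-0 replicates differed from each other by a median of 0.165 above and -0.186 below their mean. Without Col-0 replicate 1 the median of NRPD1 FL was -0.443, and without Col-0 replicate 2 it was -0.782. Fitting only the 2 genotypes compared raised the number of lower clusters most, to 2904. Other settings reduced it. With the replicate number as a block in the fit, 1228 clusters were lower and 12 higher, and with TMM normalization 822 were lower and 479 higher.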

In contrast, expressing NRPD1ΔCTD in the *nrpd1-3* background restored siRNA levels to only ∼20% of WT (log_2_ = −2.3 and −2.2 for the replicates) (Figure 2D and Supplementary Table S3). 

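For NRPD1ΔCTD the median log2 fold change over the listed DMRs was -2.33 in replicate 1 and -2.19 in replicate 2, or 19.8% and 21.9% of Col-0. Over all 7294 Pol IV-dependent clusters the medians were -2.31 and -2.16, a mean of -2.24 ± 0.101 (SD, n = 2) or 21.2% of Col-0. The middle 50% of the clusters ran from -3.29 to -1.65 in replicate 1 and from -3.11 to -1.49 in replicate 2. With each replicate left out in turn the mean of the medians stayed between -2.39 and -2.06. Under TMM normalization it was -0.421, over only the 1006 clusters still at least 4-fold down in nrpd1-3 by that method.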

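Direct comparison of the transgenic lines gave a median log2 fold change of NRPD1ΔCTD relative to NRPD1 FL of -1.59 ± 0.0706 (SD, n = 2), or 33.2% of the NRPD1 FL level. Of the 7294 Pol IV-dependent clusters, 7115 (97.5%) had a lower mean in NRPD1ΔCTD than in NRPD1 FL. The edgeR test with all 8 samples found 5899 clusters lower in NRPD1ΔCTD than in NRPD1 FL and 18 higher, at an adjusted p under 0.05. Relative to Col-0, it found 6688 lower and 2 higher in NRPD1ΔCTD. The replicates of the different genotypes carry the same numbers, so the fit was repeated with the replicate number as a block. With the block, 5298 clusters were lower in NRPD1ΔCTD than in NRPD1 FL and 11 higher, and 6505 were lower than in Col-0 and 2 higher. In a check of the pairing, the deviations of replicates with the same number had Spearman correlations from -0.0224 to 0.00626 across the 6 pairs of genotypes, so the numbers carried no shared effect that could be seen. The largest change came from TMM normalization over the clusters, with 603 clusters lower and 185 higher in NRPD1ΔCTD than in NRPD1 FL. Median siRNA levels in NRPD1ΔCTD lay above those of nrpd1-3 and below those of NRPD1 FL. The paper concludes that the CTD affects the amount of siRNA without being required for its synthesis.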

Collectively, the results of Figures 2C and D show that the CTD is not essential for siRNA biosynthesis but has quantitative effects on siRNA levels.

### Relationships between siRNA and CHH methylation levels are locus-specific.

Our finding that deletion of the Pol IV CTD has a large impact on siRNA levels but a more modest impact on DNA methylation levels genome-wide prompted us to examine the relationship between siRNA levels and DNA methylation at specific loci. We identified 500 loci at which methylation is severely depleted in *nrpd1-3* mutants yet is completely rescued by either full-length NRPD1 or NRPD1ΔCTD (Figure 3A). 

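The 500 loci of Supplementary Table S4 overlap 511 of the Pol IV-dependent clusters. The median log2 fold change of these clusters in NRPD1ΔCTD was -1.77 in replicate 1 and -1.54 in replicate 2, a mean of -1.66 ± 0.157 (SD, n = 2) or 31.7% of Col-0. In NRPD1 FL it was -0.421 ± 0.0308 (SD, n = 2) or 74.7% of Col-0, and in nrpd1-3 it was -6.29 ± 0.847 (SD, n = 2). The median of NRPD1ΔCTD relative to NRPD1 FL at these clusters was -1.22 ± 0.0962 (SD, n = 2), or 43.1%. The distance between the lines was larger than the spread of either pair of replicates. With each NRPD1ΔCTD or Col-0 replicate left out, the NRPD1ΔCTD median lay between -1.83 and -1.47. Under TMM normalization it changed sign, to 0.497. The paper regards methylation at these loci as apparently full at siRNA levels this far below WT. It reasons that a large part of the siRNAs made in WT plants appears dispensable there.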

Interestingly, siRNA levels at these 500 loci are not fully restored by NRPD1ΔCTD despite the full restoration of methylation; instead, siRNA levels average ∼35% of WT levels (−1.5 log_2_ change) (Figure 3A and Supplementary Table S4). Thus, at these loci, at least two-thirds of the siRNAs normally produced in WT cells appear to be dispensable for what appears to be full methylation based on quantitative measures.

**Figure 3.**
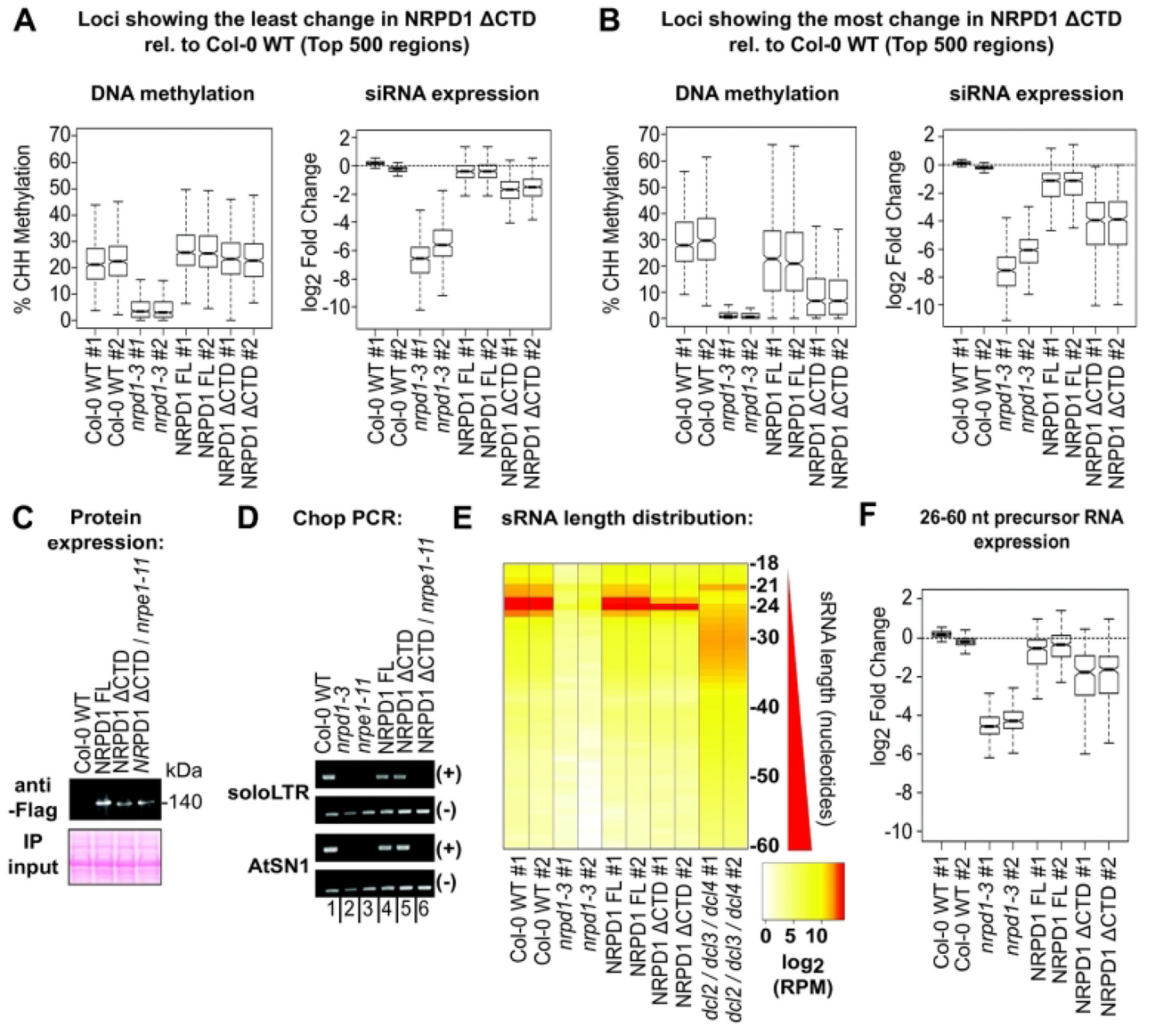
Evidence that Pol IV-dependent siRNAs typically exceed levels needed for full RdDM. Loci that undergo Pol IV-dependent DNA methylation were ranked based on the degree to which NRPD1 ΔCTD and WT Col-0 differ. The top 500 loci at which methylation levels are restored to the highest extent were analyzed in (**A**) and the 500 loci at which methylation levels were least restored are shown in (**B**). In A and B, the left panel shows box plots summarizing % methylation and the right panel shows summaries of log_2_ fold changes in siRNA levels at the 500 loci for the two replicates for each genotype. See Supplementary Tables S4 and 5 for sRNA fold change values for individual loci included in the analyses. (**C**). Immunoblot affinity captured NRPD1 proteins in different genetic backgrounds. Equal input levels are demonstrated by Ponseau S staining of proteins blotted to nitrocellulose membranes. (**D**) Chop-PCR analysis of cytosine methylation at AluI or HaeIII restriction endonuclease cut sites that undergo RdDM in WT (Col-0) plants. (+) indicates that PCR was conducted on genomic DNA that was digested by both enzymes and (−) indicates PCR conducted on uncut DNA. Failure to detect a PCR product in the (+) digest fraction is indicative of loss of methylation. (**E**) Heatmap depicting the distribution of sRNA size classes within 3237 loci dependent on Pol IV for methylation and siRNA expression. Values depicted are the log_2_ of reads per million mapped for each size class. See Supplementary Table S6 for RPM values of each size class. (**F**) Box plot showing the change in levels (log_2_ scale) of RNAs sized 26–60 nt in regions where Pol IV-dependent siRNA expression and RdDM occurs. Regions that had a minimum coverage of 10 reads for 26–60 nt RNAs in each Col-0 replicate were included in the analysis. See Supplementary Table S7 for regions and fold change values.

We next examined the 500 loci where methylation lost in the *nrpd1-3* mutant is least rescued by expressing NRPD1ΔCTD. 

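At the 500 loci of Supplementary Table S5, which overlap 501 Pol IV-dependent clusters, the median log2 fold change in NRPD1ΔCTD was -3.92 in replicate 1 and -3.79 in replicate 2. The mean was -3.85 ± 0.0952 (SD, n = 2), or 6.92% of Col-0. NRPD1 FL reached -1.08 ± 0.0561 (SD, n = 2) or 47.1% of Col-0 at the same clusters, and nrpd1-3 reached -6.86 ± 1.15 (SD, n = 2). The ratio of NRPD1ΔCTD to NRPD1 FL had a median of -2.34 ± 0.0375 (SD, n = 2) on the log2 scale, or 19.8%. Both lines were thus lower here than at the 500 loci with the smallest methylation change, by more than the replicate SDs. Of all settings, TMM normalization moved the NRPD1ΔCTD median furthest, to -1.69. With single replicates left out it ran from -4.02 to -3.65.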

At these loci, siRNAs levels in the NRPD1ΔCTD plants are only ∼6% of WT (−4 log_2_ fold change) (Figure 3B and Supplementary Table S5). Thus, very low siRNA levels are predictive of low cytosine methylation levels, in keeping with our current understanding of the RdDM process. The data of Figure 3A and B suggest that siRNA levels that are ∼35% of WT may be sufficient whereas siRNA levels that are only ∼6% of WT are apparently below the threshold level needed for full RdDM.

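Across the 1940 listed DMRs that overlap clusters, the siRNA log2 fold change of NRPD1ΔCTD was compared with the CHH methylation kept, taken as the paper's % CHH methylation in NRPD1ΔCTD relative to Col-0 in Supplementary Table S2. Spearman's rho was 0.560 and Pearson's r was 0.643. Each had a permutation p of 1e-05, the smallest that 100000 permutations can give, and 1.25e-05 after Benjamini-Hochberg adjustment over the 5 relations of this kind that were computed. For NRPD1 FL the same relation gave a rho of 0.390 and an r of 0.594, with the same p-values. These are correlations across loci, and loci of the same plants are not independent replicates. The relation within NRPD1ΔCTD changed most when only clusters with at least 100 reads in each Col-0 replicate were kept, with a rho of 0.582. The paper proposes that the siRNA level at the better rescued loci may be enough for methylation, whereas that at the least rescued loci falls under a threshold.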

We considered the possibility that the NRPD1ΔCTD subunit may enable Pol IV function via an alternative RdDM pathway. As a test of this hypothesis, we crossed *nrpd1* NRPD1ΔCTD plants with a *nrpe1-11* mutant defective for Pol V and identified *nrpe1 nrpd1* NRPD1ΔCTD plants among the F2 progeny. The expression level of the NRPD1ΔCTD protein was unaffected by the *nrpe1* mutation (Figure 3C). We next assessed DNA methylation at well-studied transposable element loci, *AtSN1* and *soloLTR* using methylation-sensitive restriction endonuclease digestion followed by PCR (Chop-PCR; Figure 3D). DNA methylation is lost at the test sites of both loci in *nrpd1-3* and *nrpe1-11* mutants (compare lanes 1–3) but is restored in *nrpd1* mutants that express full length or ΔCTD versions of NRPD1 (lanes 4 and 5). However, methylation is not restored if *nrpe1* is also mutant (lane 6), indicating that NRPD1ΔCTD-dependent restoration of methylation is still Pol V-dependent, consistent with the known RdDM pathway.

### The CTD is not required for siRNA precursor processing

Reduced siRNA levels in *nrpd1* plants expressing NRPDΔCTD might potentially reflect impaired processing of Pol IV/RDR2-dependent precursors (P4R2 RNAs) into siRNAs. P4R2 RNAs are mostly ∼30–50 nt in length (3,6) and are present at low levels in WT plants due to their efficient processing by Dicer endonuclease activity (3). However, if siRNA processing is impaired, as in Dicer mutants, P4R2 RNAs accumulate (3,6,42). To test whether P4R2 RNAs accumulate in plants expressing NRPD1ΔCTD, we compared the size distribution of sRNAs in the DMRs of WT, *nrpd1-3, nrpd1-3* plants expressing either full-length NRPD1 or NRPD1ΔCTD, and Dicer *dcl2/dcl3/dcl4* triple mutants (3). In WT plants, the siRNA size distribution, displayed as a heat map, shows a strong signal at 24 nt and very low signals for RNAs longer than 25 nt (Figure 3E and Supplementary Table S6). These 24 nt siRNAs are virtually eliminated in *nrpd1-3* mutants but are restored upon expression of full-length NRPD1 or NRPD1ΔCTD (Figure 3E and Supplementary Table S6). No evidence for longer un-diced precursors was detected, as observed for *dcl2/dcl3/dcl4* triple mutants in which P4R2 RNAs of ∼24–37 nt accumulate (Figure 3E and Supplementary Table S6) (3). Collectively, these results indicate that siRNA processing is not dependent on the CTD of NRPD1, suggesting that the low levels of siRNAs in NRPD1ΔCTD plants reflects reduced precursor RNA synthesis. Consistent with this hypothesis, examination of putative P4R2 precursor RNAs in the 26–60 nt size range, which are detectable at low levels at some loci in WT plants (3), revealed that precursor levels are reduced to the same extent as siRNA levels at these loci in NRPD1ΔCTD plants (Figure 3F and Supplementary Table S7).

### CTD effects on transcriptional silencing are locus-specific

To investigate the importance of the NRPD1 CTD in transcriptional silencing, we examined previously characterized loci whose silencing is known to be dependent on Pol IV (30). Data for 15 such loci, showing their expression status, CHH methylation levels and siRNA levels are shown in Figures 4 and 5. For all 15 loci, transcripts are not detected (or detected at low levels) in WT plants but are derepressed in *nrpd1-3* mutants and are re-silenced upon expression of full-length NRPD1. Loci grouped in Figure 4 are those for which expression of NRPD1ΔCTD partially, but incompletely, restores silencing. By contrast, the loci grouped in Figure 5 are those for which expression of NRPD1ΔCTD fully restores silencing. For both sets of loci (Figures 4 and 5), a generalization is that expression of NRPD1ΔCTD does not fully restore siRNA nor cytosine methylation to WT levels. 

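Of the 15 loci, 13 could be placed on the TAIR10 genome from the annotation or from the paper's primers, and each overlapped a single 24 nt cluster within 300 bp. The primers for AT2TE07550 matched the genome at 17 places and those for AT4TE27915 at 29, so siRNA levels at these loci were not measured here. In edgeR's test across all clusters, NRPD1ΔCTD was lower than Col-0 with an adjusted p under 0.05 at 10 of the 13 loci. The 3 others were AT3G30844 with a log2 fold change of -0.873 (standard error 0.505, adjusted p = 0.0894), AT3TE63155 with -0.497 (standard error 0.509, adjusted p = 0.337) and AT3TE47840 with 0.263 (standard error 0.470, adjusted p = 0.582). NRPD1ΔCTD was lower than NRPD1 FL at 11 loci and higher at 1, AT3TE47840, by the same test. NRPD1 FL was lower than Col-0 at only 2, AtSN1 and AT1TE75910. The mean log2 fold change of NRPD1ΔCTD was -1.36 ± 1.02 (SD, n = 7 loci) at the loci of Figure 4 and -2.08 ± 0.880 (SD, n = 6 loci) at those of Figure 5, a difference within the spread of the loci (exact permutation test, p = 0.207). The mean for Figure 4 includes AT3TE47840, its highest value at 0.259, where the cluster rose in nrpd1-3 to 3.30, opposite to the paper's figure. TMM normalization moved the values most, for example at SDC from -2.14 to 0.0330. The paper generalizes from these loci that siRNA levels are not brought back fully without the CTD, whether or not silencing is.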

However, transcriptional silencing was restored, despite inefficient restoration of methylation, at some loci, such as *ERT7* and *ERT9* (Figure 5A and B). In other cases, cytosine methylation levels were restored to near WT levels by NRPD1ΔCTD expression, yet silencing was not completely restored (Figure 4A, C, D and G).

**Figure 4.**
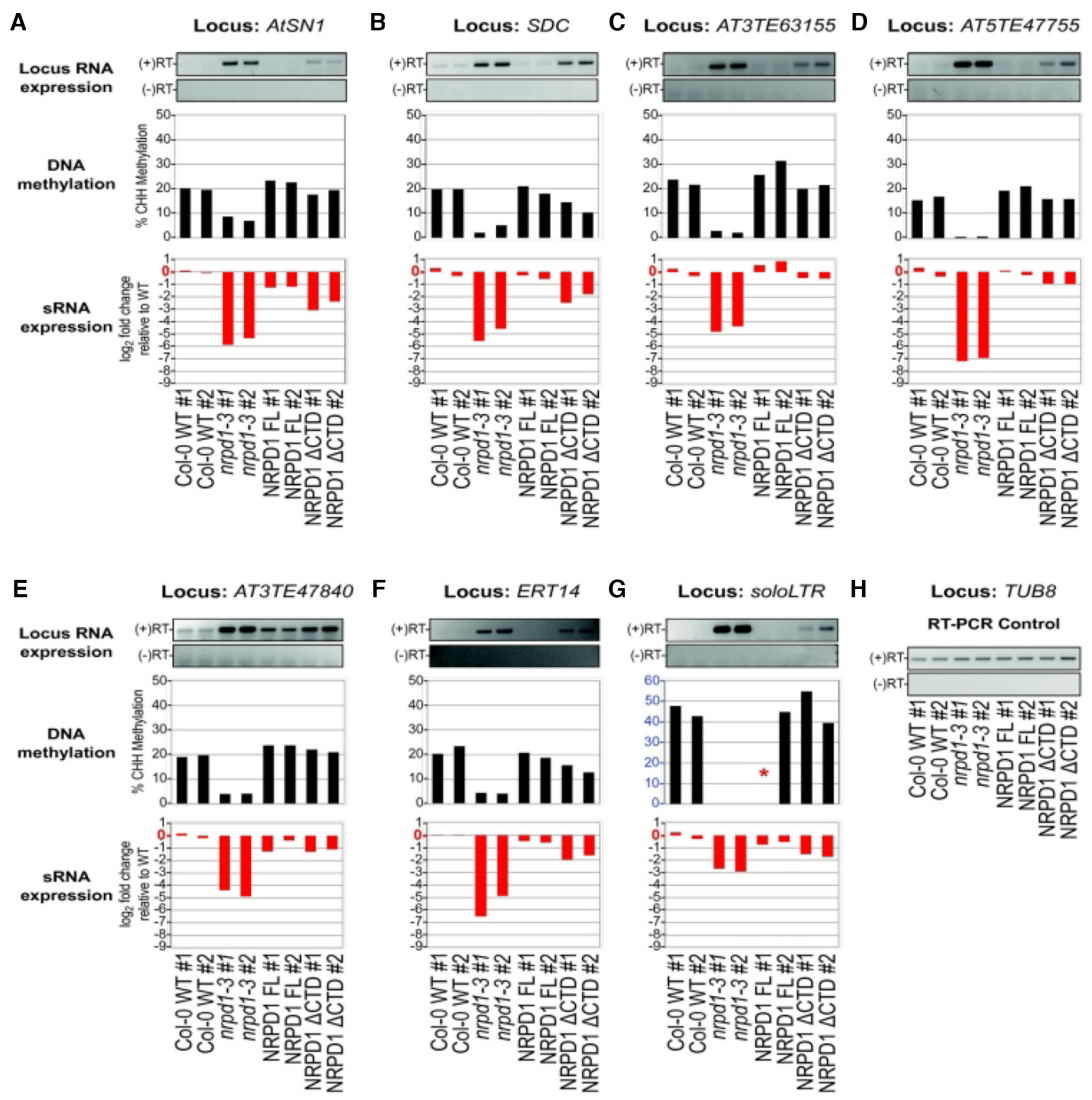
DNA methylation and sRNA expression profiles of genes where Pol IV-dependent transcriptional silencing is not restored by expressing NRPD1ΔCTD. RNA expression at loci that require Pol IV for transcriptional silencing were analyzed by RT-PCR, in parallel with analysis of their CHH methylation and siRNA levels. (**A**) *AtSN1* (*AT3TE63860*); (**B**) *SDC* (*AT2G17690*); (**C**) *AT3TE63155*; (**D**) *AT5TE47755*; (**E**) *AT3TE47840*; (**F**) *ERT14 (AT2G01422)*; (**G**) *soloLTR (AT5TE35950)*; (**H**) *TUB8*. For each locus, the top panel shows RT-PCR products visualized on agarose gels, the middle panel shows % CHH methylation and the bottom panel shows the log_2_ fold change in siRNA expression relative to the average expression of both Col-0 WT replicates. *TUB8* (tubulin) is a Pol II transcribed gene that is not subject to RdDM and serves as an RNA input control for RT-PCR assays. There was not adequate bisulfite sequencing coverage in the NRPD1 FL replicate #1 to assess % methylation for this line at the *soloLTR* locus (indicated by *). Note also that the scale for the % methylation histogram of *soloLTR* is different than for other loci to account for higher levels of methylation at this site.

**Figure 5.**
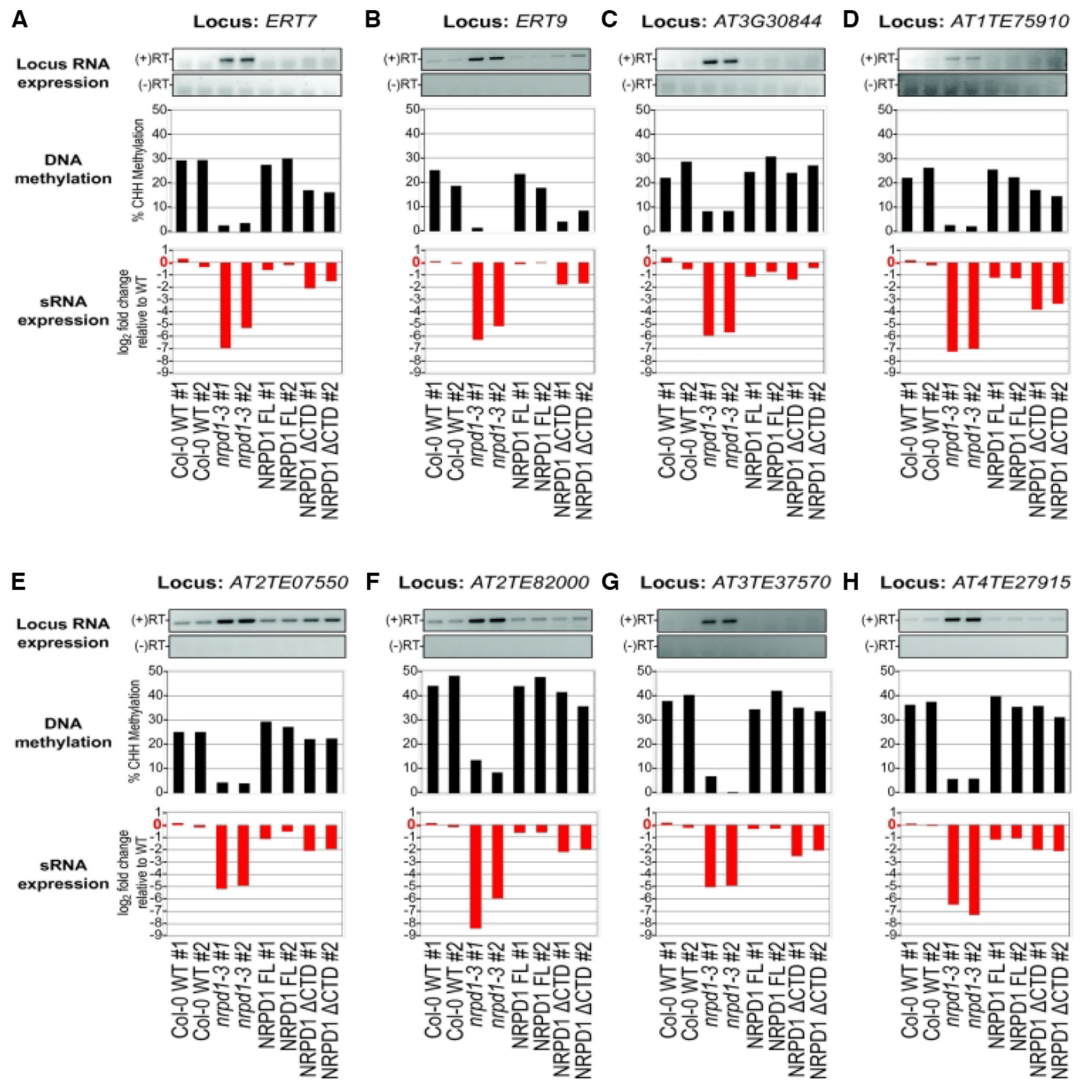
DNA methylation and sRNA expression profiles of genes where Pol IV-dependent transcriptional silencing is restored by expressing NRPD1ΔCTD. (**A**) *ERT7* (*AT3G28899*); (**B**) *ERT9* (*AT5G24240*); (**C**) *AT3G30844*; (**D**) *AT1TE75910*; (**E**) *AT2TE07550*; (**F**) *AT2TE82000*; (**G**) *AT3TE37570*; (**H**) *AT4TE27915*. For each locus, the top panel shows RT-PCR products visualized on agarose gels, the middle panel shows % methylation, and the bottom panel shows the log_2_ fold change in siRNA expression relative to the average expression of both Col-0 WT replicates. The input control for the RT-PCR reactions is shown in Figure 4H.

We considered the possibility that single-nucleotide, position-specific changes in small RNA or DNA methylation frequency might go unnoticed in sliding-window analyses that only count RNAs or methylcytosines within a given interval. However, displaying sRNAs and methylcytosine data aligned to DNA sequences using JBrowse (43) revealed no evidence that this is the case (see Supplementary Figure S3 for JBrowse images corresponding to the loci examined in Figure 4 and see Supplementary Figure S4 for loci examined in Figure 5).

### CTD-dependent loci overlap with loci dependent on CLSY1/2 and SHH1

Pol IV recruitment to target loci is thought to be mediated by SAWADEE HOMEODOMAIN HOMOLOG 1 (SHH1) (26) and CLASSY family proteins 1 through 4, with CLSY1 and CLSY2 acting at loci distinct from those requiring CLSY3 and CLSY4 (27). To determine if the absence of the Pol IV CTD might phenocopy loss of CLSY or SHH1 activity, we performed hierarchical clustering analyses, comparing the changes, relative to WT, in siRNA levels at Pol IV-dependent loci (Figure 6A). Plants expressing Pol IV lacking the CTD cluster to some extent with *shh1* and *clsy1clsy2* double mutants, but not with *clsy3 clsy4* double mutants (Figure 6A and Supplementary Table S3). 

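The files analysed here hold Col-0, nrpd1-3, NRPD1 FL and NRPD1ΔCTD, so only these genotypes could be clustered from counts. Samples were joined by complete linkage on the log2 fold changes of the clusters, with the root mean square difference as distance. Each sample joined the other replicate of its genotype before any other sample. The Col-0 replicates joined at 0.518, the NRPD1 FL replicates at 0.803, the NRPD1ΔCTD replicates at 1.15 and the nrpd1-3 replicates at 1.81. Col-0 and NRPD1 FL joined at 1.60, NRPD1ΔCTD joined them at 3.30, and nrpd1-3 joined last at 7.03. For the other mutants, the paper's own log2 fold changes in Supplementary Table S3 were compared with those of NRPD1ΔCTD at 1244 DMRs. Spearman's rho with the paper's shh1 values was 0.345 and Pearson's r was 0.315. With the paper's clsy1 clsy2 values rho was 0.322 and r was 0.285. All of these had a permutation p of 1e-05, the smallest possible here, and an adjusted p of 1.25e-05. With the paper's clsy3 clsy4 values rho was -0.0905 (permutation p = 0.00176, adjusted p = 0.00176) and r was -0.126 (permutation p = 2e-05, adjusted p = 2e-05). The adjustment covers 5 relations across loci, and loci are not independent replicates. The paper describes the grouping with shh1 and clsy1 clsy2 as partial and the heat map profile as distinct from theirs, and concludes that deletion of the CTD does not phenocopy loss of SHH1 or of CLSY1 and CLSY2.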

However, the heat map profile for *nrpd1ΔCTD* is distinct from the profiles of *shh1* or *clsy1clsy2*. Similarly, clustering analyses for CHH methylation (Figure 6B and Supplementary Table S2) shows that *clsy1clsy2* and *shh1* mutants have stronger loss of methylation phenotypes than plants lacking the Pol IV CTD at most affected loci.

**Figure 6.**
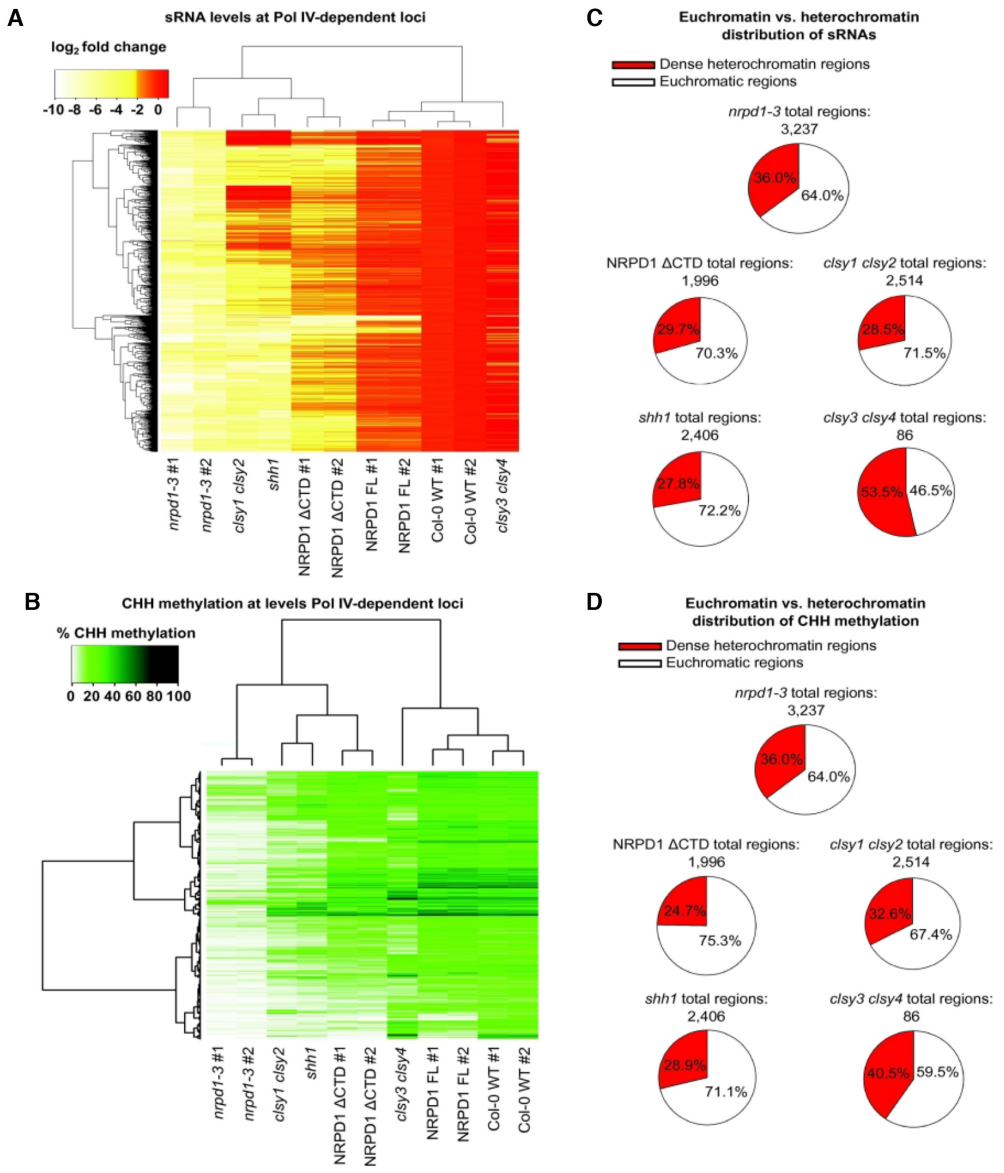
Comparison of Pol IV CTD-dependent loci with RdDM loci dependent on CLSY1-4 and SHH1/DTF1. (**A**) Hierarchical clustering and heatmap display showing log_2_ fold changes in siRNA levels in various mutant genotypes relative to WT Col-0 at the 3237 Pol IV-dependent regions defined in this study. See Supplementary Table S3 for sRNA read counts and calculations. (**B**) Heatmap and hierarchical clustering analysis for % CHH methylation across all 3237 Pol IV-dependent regions. See Supplementary Table S2 for % CHH methylation values. (**C**) Pie charts denoting the distribution between dense heterochromatic regions (red) and more euchromatic chromosome arms (white) for loci found to have a minimum log_2_ change of at least −2 relative to WT in the indicated genotypes. (**D**) Pie charts denoting the distribution of loci found to have a significant decrease in %CHH methylation levels relative to Col-0 WT in the indicated genotype between dense heterochromatic regions (red) and chromosome arms (white). See Methods for chromosomal coordinates defining dense heterochromatin.

CLSY1/2 and SHH1-dependent Pol IV target regions have been shown to be enriched within the mostly euchromatic arms of *A. thaliana* chromosomes whereas CLSY3/4-dependent regions are enriched in pericentromeric regions of dense heterochromatin (27). 

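With the coordinates given in the methods, 3044 of the 7323 clusters (41.6%) had their midpoint in dense heterochromatin. Among the 7294 clusters at least 4-fold down in nrpd1-3 the share was 41.6% (95% Wilson interval 40.5 to 42.7). It was 35.2% (33.8 to 36.6) among the 4408 clusters at least 4-fold down in NRPD1ΔCTD, and 51.4% (49.6 to 53.2) among the 2886 that were not. The odds ratio of dense heterochromatin between these sets was 0.512 (Fisher's exact test across clusters, p = 6.0e-43). For the 640 clusters down in NRPD1 FL the share was 32.3% (28.8 to 36.1), with an odds ratio of 0.647 against the other Pol IV-dependent clusters (Fisher's exact test, p = 5.5e-07). Clusters are not independent replicates, and these p-values describe the clusters of these plants only. The median log2 fold change in NRPD1ΔCTD was -1.98 in dense heterochromatin and -2.41 in euchromatin, and in NRPD1 FL it was -0.50 and -0.71. Both lines therefore kept more siRNA in dense heterochromatin. TMM normalization, which left 1006 clusters 4-fold down in nrpd1-3, gave the lowest share of dense heterochromatin among clusters down in NRPD1ΔCTD, 25.4%. It also gave the highest odds ratio, 0.635 (Fisher's exact test, p = 0.0146), and thus the weakest contrast. A cutoff of -1 gave the lowest odds ratio, 0.270. Along the chromosomes, the median of NRPD1ΔCTD was below that of NRPD1 FL in 120 of the 120 windows of 1 Mb that held at least 10 Pol IV-dependent clusters. The paper describes its distribution as like that of CLSY1, CLSY2 and SHH1 targets and unlike that of CLSY3 and CLSY4 targets. From this, for siRNA and CHH effects, it concludes that the CTD matters in a chromatin context like that of CLSY1, CLSY2 and SHH1 targets.

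**Figure D1:**
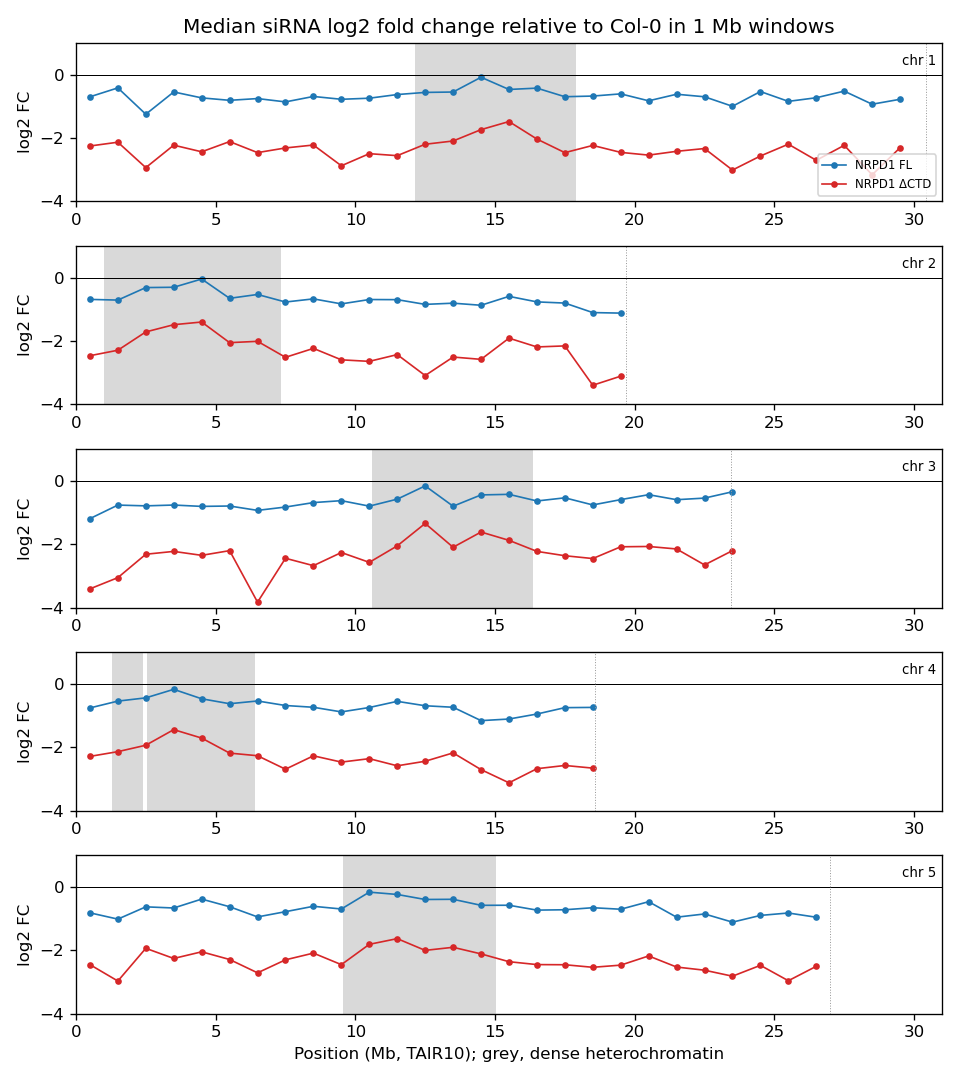
Median log2 fold change of siRNA relative to Col-0 (vertical axis) in 1 Mb windows along chromosomes 1 to 5 (horizontal axis, Mb), for NRPD1 FL (blue) and NRPD1ΔCTD (red), with dense heterochromatin in grey and only windows of at least 10 Pol IV-dependent clusters drawn. The medians run from -1.249 to -0.0401 in NRPD1 FL and from -3.831 to -1.346 in NRPD1ΔCTD, which is lower in all 120 windows.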

Pol IV target loci dependent on the CTD show a euchromatin/heterochromatin distribution that is similar to that of CLSY1/2 and SHH1-dependent loci and unlike the distribution observed for CLSY3/4-dependent loci, when either siRNA or CHH effects are considered (Figures 6C and D). Collectively, the data of Figure 6 indicate that the deletion of the Pol IV CTD does not phenocopy the loss of *CLSY1* and *2* or *SHH1* yet affects Pol IV recruitment or activity in a similar chromatin context.

## DISCUSSION

Unlike the DeCL domain of the Pol V CTD, whose deletion essentially eliminates Pol V transcripts and RdDM, the DeCL domain of the Pol IV CTD is not essential for Pol IV function, *in vitro* or *in vivo*. Pol IV missing the CTD can still generate precursor RNAs that are processed into siRNAs *in vivo*, and RdDM ensues, indicating that Pol IV is being recruited to its target sites. However, siRNA accumulation and cytosine methylation attributable to RdDM are reduced at target sites in the absence of the CTD, indicating that the CTD is important in some way. The enzyme's core catalytic activity, or ability to associate with RDR2 to achieve coupled Pol IV-RDR2 synthesis of dsRNA, does not appear to be affected by the CTD based on *in vitro* transcription assays (see Figure 1 and Supplementary Figure S1). However, the possibility that the CTD plays a role in Pol IV transcription of chromosomal DNA cannot be ruled out. Less efficient recruitment to target loci, slower elongation, or impaired termination and coupling with RDR2 in the context of chromatin are potential steps of the Pol IV transcription cycle that might involve the CTD. Unfortunately, assays for these individual steps of the Pol IV transcription cycle in vivo do not yet exist, such that a mechanistic understanding of the deficiencies apparent when the CTD is deleted is not yet feasible.

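Over the 7294 Pol IV-dependent clusters the median siRNA level in NRPD1ΔCTD was 20.2% of Col-0 in replicate 1 and 22.3% in replicate 2. Taken as a share of mapped reads, the summed cluster counts of NRPD1ΔCTD were 23.4% of those in Col-0. NRPD1 FL, which carries the same kind of transgene in the same mutant background, had a median of 64.7% of Col-0. NRPD1ΔCTD had 33.2% of the NRPD1 FL level. Differences between the lines other than the CTD, such as the transgene insertion, were not tested here. With DESeq2's size factors over the clusters, the median log2 fold change in NRPD1ΔCTD was -0.484 in place of -2.24. That median covers only the 786 clusters still 4-fold down in nrpd1-3 by this method. The method takes most clusters to be unchanged, so it can absorb a fall shared by nearly all of them. The paper describes the fall in siRNA levels relative to WT as the most dramatic effect of deleting the CTD. It contrasts this with a less severe fall in CHH methylation.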

The most dramatic consequence of deleting the Pol IV CTD is the 80% reduction in siRNA levels, genome-wide, relative to WT. By contrast, CHH methylation frequency attributable to RdDM is not impacted as severely as siRNA levels yet falls from a frequency of ∼23% CHH methylation in WT to ∼17% in the absence of the CTD (see Figure 2). Many loci show no decrease in methylation relative to WT in plants expressing NRPD1 missing the CTD, despite lower siRNA levels (see Figure 3A). Collectively, the results demonstrate that the relationship between siRNA levels and DNA methylation is not linear, consistent with observations made for specific loci in early studies of RdDM (44). Instead, the data support the hypothesis that there is a threshold level of siRNAs needed for full methylation of a given locus, which could potentially vary depending on the chromatin context. In general, siRNA levels in WT plants appear to exceed these thresholds.

An interesting group of loci identified in our study had CHH methylation restored to WT levels by NRPD1ΔCTD yet transcriptional silencing was not completely restored (e.g. see Figure 4A, C, D, E and G). One simple explanation might be that quantitative measures of CHH methylation restoration do not capture qualitative effects of methylating specific cytosines critical for silencing. However, the possibility that siRNAs may have functions separate from, or in addition to, guiding DNA methylation cannot be ruled out, in analogy to the siRNA guidance of repressive histone modifications in eukaryotes that do not methylate their DNA (45,46).

A difference between Pol IV-regulated loci dependent on CLSY1 or CLSY2 versus CLSY3 and CLSY4 is that CLSY1/2-dependent loci are more prevalent in chromosome arms whereas CLSY3 and CLSY4 are more important in pericentromeric regions composed of dense heterochromatin (27). SHH1-dependent loci are highly correlated with CLSY1/2-dependent loci (27), and this is readily apparent in their highly similar heatmap profiles in Figure 6. Loci dependent on the Pol IV CTD have a chromosome arm versus pericentromeric localization profile similar to SHH1 and CLSY1/2 (Figure 6C and D). However, the heatmap profiles for the CTD deletion replicates are distinct from those of CLSY1/2 and SHH1, suggesting that the CTD affects processes distinct from steps catalyzed by CLSY-SHH1. Developing an understanding of the Pol IV transcription cycle at a biochemical level will likely be key to understanding these steps in the context of different chromatin states.

## DATA AND REAGENT AVAILABILITY

Plant strains are available upon request. Deep sequencing data generated in this study have been deposited in NCBI’s Gene Expression Omnibus (47) and are accessible through GEO Series accession number GSE95825. Whole genome sRNA and bisulfite sequencing statistics and data accessions numbers are provided in Supplementary Table S1. Genomic coordinates and numerical values for % CHH methylation of Pol IV-dependent DMRs is provided in Supplementary Table S2. Numerical values for sRNA read counts and all calculations for sRNA analyses at Pol IV-dependent loci are provided in Supplementary Table S3. Genomic coordinates and % CHH methylation and small RNA values for 500 loci whose methylation is most or least affected by deletion of the CTD are provided in Supplentary Tables S4 and 5. sRNA read counts for each nt size class (18–60 nt) across all Pol IV dependent loci are in Supplementary Table S6. Read count values and calculations for siRNA precursor RNAs are in Supplementary Table S7. Oligonucleotides used in the study are provided in Supplementary Table S8.

## Supplementary Material

gkz615_Supplemental_Files Click here for additional data file.

# Supplementary material for: The Pol IV largest subunit CTD quantitatively affects siRNA levels guiding RNA-directed DNA methylation
**Source:** Nucleic Acids Res. 2019 Jul 22;47(17):9024–36. doi: 10.1093/nar/gkz615
**Supplement:** gkz615_Supplemental_Files

## Supplemental Information

- includes Methods, four Figures and eight Tables.

### Supplemental methods (related to Figure S1)

*In vitro* transcription was conducted using Pol IV or Pol II affinity captured on anti-FLAG agarose resin (Sigma) by virtue of FLAG epitope tags engineered into NRPD1 or NRPB1 (4,25). Polymerase-bound resin was washed once with CB100 buffer (100 mM potassium acetate, 25 mM HEPES-KOH pH 7.9, 20% glycerol, 0.1 mM EDTA, 0.5 mM DTT, 1 mM PMSF), then resuspended in a mix of 50  $\mu$ L CB100 buffer and 50  $\mu$ L 2x transcription reaction buffer (120 mM ammonium sulfate, 40 mM HEPES-KOH pH 7.6, 20 mM magnesium sulfate, 20  $\mu$ M zinc sulfate, 20% glycerol, 0.16 U/ $\mu$ L RNaseOUT, 20 mM DTT, 2 mM ATP, 2 mM UTP, 2 mM GTP, 0.08 mM CTP, 0.2 mCi/mL alpha  $^{32}$ P-CTP and 4 pmols of template). Transcription reactions were conducted at room temperature for 60 minutes on a rotating mixer and stopped by addition of 50 mM EDTA and heating at 75°C for five minutes. Transcription products were enriched using PERFORMA spin columns (EdgeBio) and precipitated using 1/10 volume of 3M sodium acetate, pH 5.2, 20  $\mu$ g glycogen and 2 volumes isopropanol at -20°C overnight. Radioactive RNA transcripts were resolved on 15% denaturing polyacrylamide gels, transferred to Whatman 3MM filter paper, dried under vacuum and visualized by phosphorimaging.

## Figure S1

### A. Primer initiated Pol IV (+/- CTD) vs. Pol II transcription, with 11th subunit immunoblot showing relative polymerase quantities

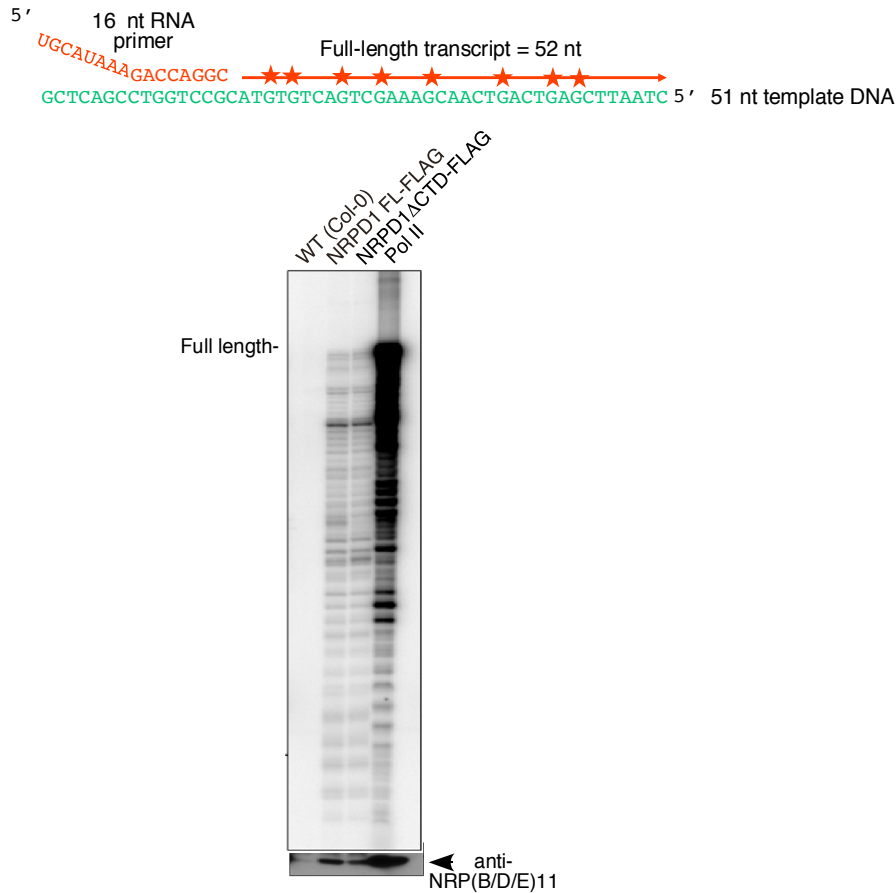

### B. Sequences of T-less template, nontemplate strand and RNA primer used in the transcription experiments of Figure 1D

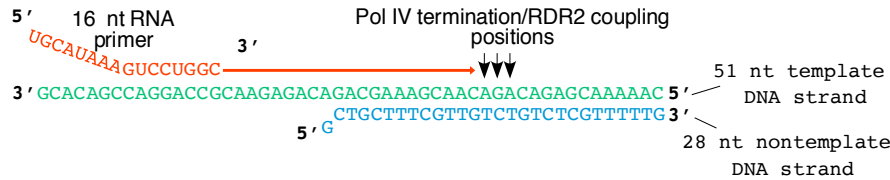

Figure S1. In vitro transcription by Pol IV and Pol IV $\Delta$ CTD in comparison to Pol II.

A. Primer initiated Pol IV (+/- CTD) vs. Pol II transcription, with 11th subunit immunoblot showing relative polymerase quantities. The transcriptional activities of Pol IV assembled using full length NRPD1-FLAG or NRPD1 $\Delta$ CTD-FLAG were compared to one another and to Pol II, using a 51 nt DNA template annealed to a 16 nucleotide RNA primer that forms 8 bp with the template, as depicted in the diagram. Transcripts were body-labeled using alpha-<sup>32</sup>P-labeled CTP and visualized by autoradiography following denaturing polyacrylamide gel electrophoresis. The bottom panel shows an immunoblot in which equal aliquots of affinity-purified proteins were subjected to SDS-PAGE, electroblotted to a PVDF membrane and probed with an antibody raised against NRP(B/D/E)11, a subunit common to Pol II, Pol IV and Pol V.

B. Sequences of the T-less template, nontemplate DNA strand and RNA primer used for the transcription experiments of Figure 1D.

Wendte et. al Figure S2

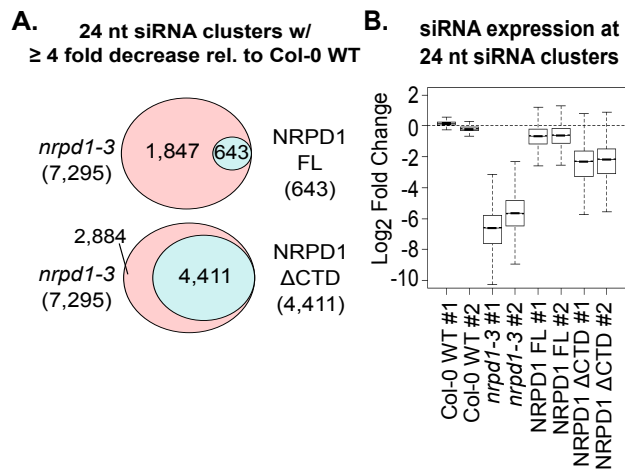

Figure S2. Genome-wide assessment of the abilities of full length NRPD1 and NRPD1 $\Delta$ CTD to restore siRNA expression at 24nt siRNA clusters in the *nrpd1-3* null mutant background.

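The counts behind these diagrams were recomputed from the files. Among 7294 Pol IV-dependent clusters, 614 were at least 4-fold below Col-0 in both NRPD1 FL and NRPD1ΔCTD, which is 95.9% of the 640 in NRPD1 FL. If the losses in the lines were independent, 386.8 shared clusters would result. With NRPD1ΔCTD below NRPD1 FL at 97.5% of the clusters, a larger overlap need not have a shared cause. Another 3794 were down in NRPD1ΔCTD only. The setting with the largest effect was the use of DESeq2's size factors over the clusters. It left 786 clusters 4-fold down in nrpd1-3, of which 43 were down in NRPD1 FL and 146 in NRPD1ΔCTD.

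**Figure D2:**
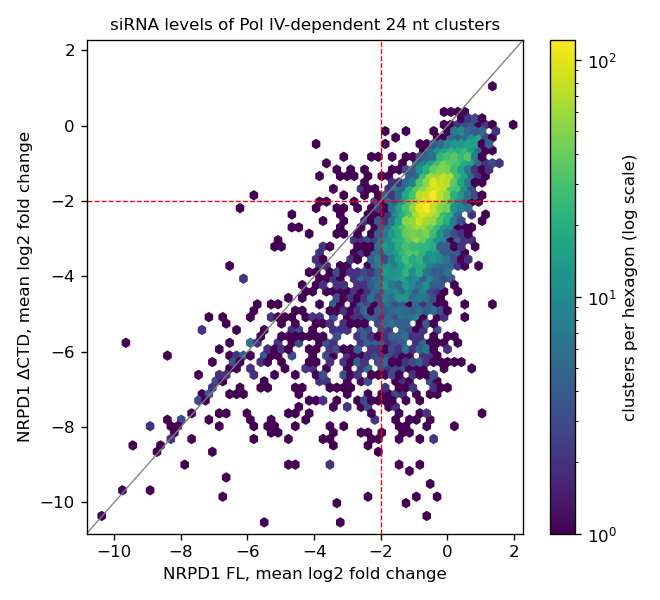
Mean log2 fold change relative to Col-0 in NRPD1 FL (horizontal axis) and NRPD1ΔCTD (vertical axis) for each Pol IV-dependent 24 nt cluster, with the number of clusters per hexagon as colour on a log scale, the 4-fold cutoff as dashed lines and equal values as a grey line. Of 7294 clusters, 7115 (97.5%) lie below the line of equal values.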

A. Venn diagrams comparing the number of Pol IV-dependent 24 nt siRNA clusters at which siRNA levels 4-fold or more compared to wild-type levels based on RNA-seq data for two biologic replicates for each genotype.

B. Box plots summarizing the log<sub>2</sub> fold change in siRNA expression relative to wild-type Col-0 across all 7,295 Pol IV-dependent 24 nt siRNA clusters identified genome-wide for each replicate of each genotype tested.

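Individual clusters show the range behind these box plots. All positions are on TAIR10, and the values are edgeR log2 fold changes against Col-0 with a standard error derived from the F statistic and a Benjamini-Hochberg adjusted p. The clusters were chosen among those with at least 100 reads in each Col-0 replicate. The lowest cluster in NRPD1ΔCTD lies between genes on chromosome 3 from 17147121 to 17147618. It had 860 and 814 reads in Col-0, 103 and 78 in NRPD1 FL and 0 in both NRPD1ΔCTD replicates, a log2 fold change of -12.5 (standard error 0.988, adjusted p = 6.4e-34 by edgeR). An intergenic cluster on chromosome 3 from 9595478 to 9595804 also had 0 reads in both NRPD1ΔCTD replicates, but kept 500 and 482 reads in NRPD1 FL against 822 and 735 in Col-0. The third of the lowest clusters named for NRPD1ΔCTD, on chromosome 1 from 7251812 to 7252014, also had 0 reads in both NRPD1ΔCTD replicates. It had 14 and 18 reads in NRPD1 FL. These are not the only clusters with 0 reads in both NRPD1ΔCTD replicates. With 0 reads the level is below the floor of 3 reads, and the size of the fold change is set by the model. Among clusters past the threshold, the smallest losses in NRPD1ΔCTD were on chromosome 3 from 12639975 to 12641079, with a log2 fold change of -0.779 (standard error 0.385, adjusted p = 0.0475 by edgeR), and on chromosome 5 from 2603068 to 2603305 and from 16549945 to 16550427, each with -0.80.

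The 3 lowest clusters named for NRPD1 FL were intergenic and had 0 reads in both of its replicates. They lie on chromosome 1 from 9811786 to 9812414 and from 7604884 to 7605104, and on chromosome 5 from 21155666 to 21155909, with 393 to 777 reads in the Col-0 replicates. The clusters from 9811786 and from 21155666 also had 0 reads in both NRPD1ΔCTD replicates. That from 7604884 had 7 and 5 there. The largest gains in NRPD1 FL were on chromosome 5 from 10613011 to 10613164, with 550 and 486 reads against 214 and 170 in Col-0 and a log2 fold change of 1.51 (standard error 0.413, adjusted p = 0.00239 by edgeR), and from 9751824 to 9752639 in an exon of AT5G27606, with 1.47. The next was on chromosome 3 from 11509119 to 11509344, with 1.44. In nrpd1-3 no cluster that met the rule was raised. The least reduced were on chromosome 4 from 5933662 to 5935263, with -1.63 (standard error 0.455, adjusted p = 0.000336 by edgeR), on chromosome 2 from 2892048 to 2892352, with -1.696, and on chromosome 4 from 9794304 to 9794904, with -1.98. The last had 63 reads in nrpd1-3 replicate 1 and 1 in replicate 2, so its value rests on a single replicate.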

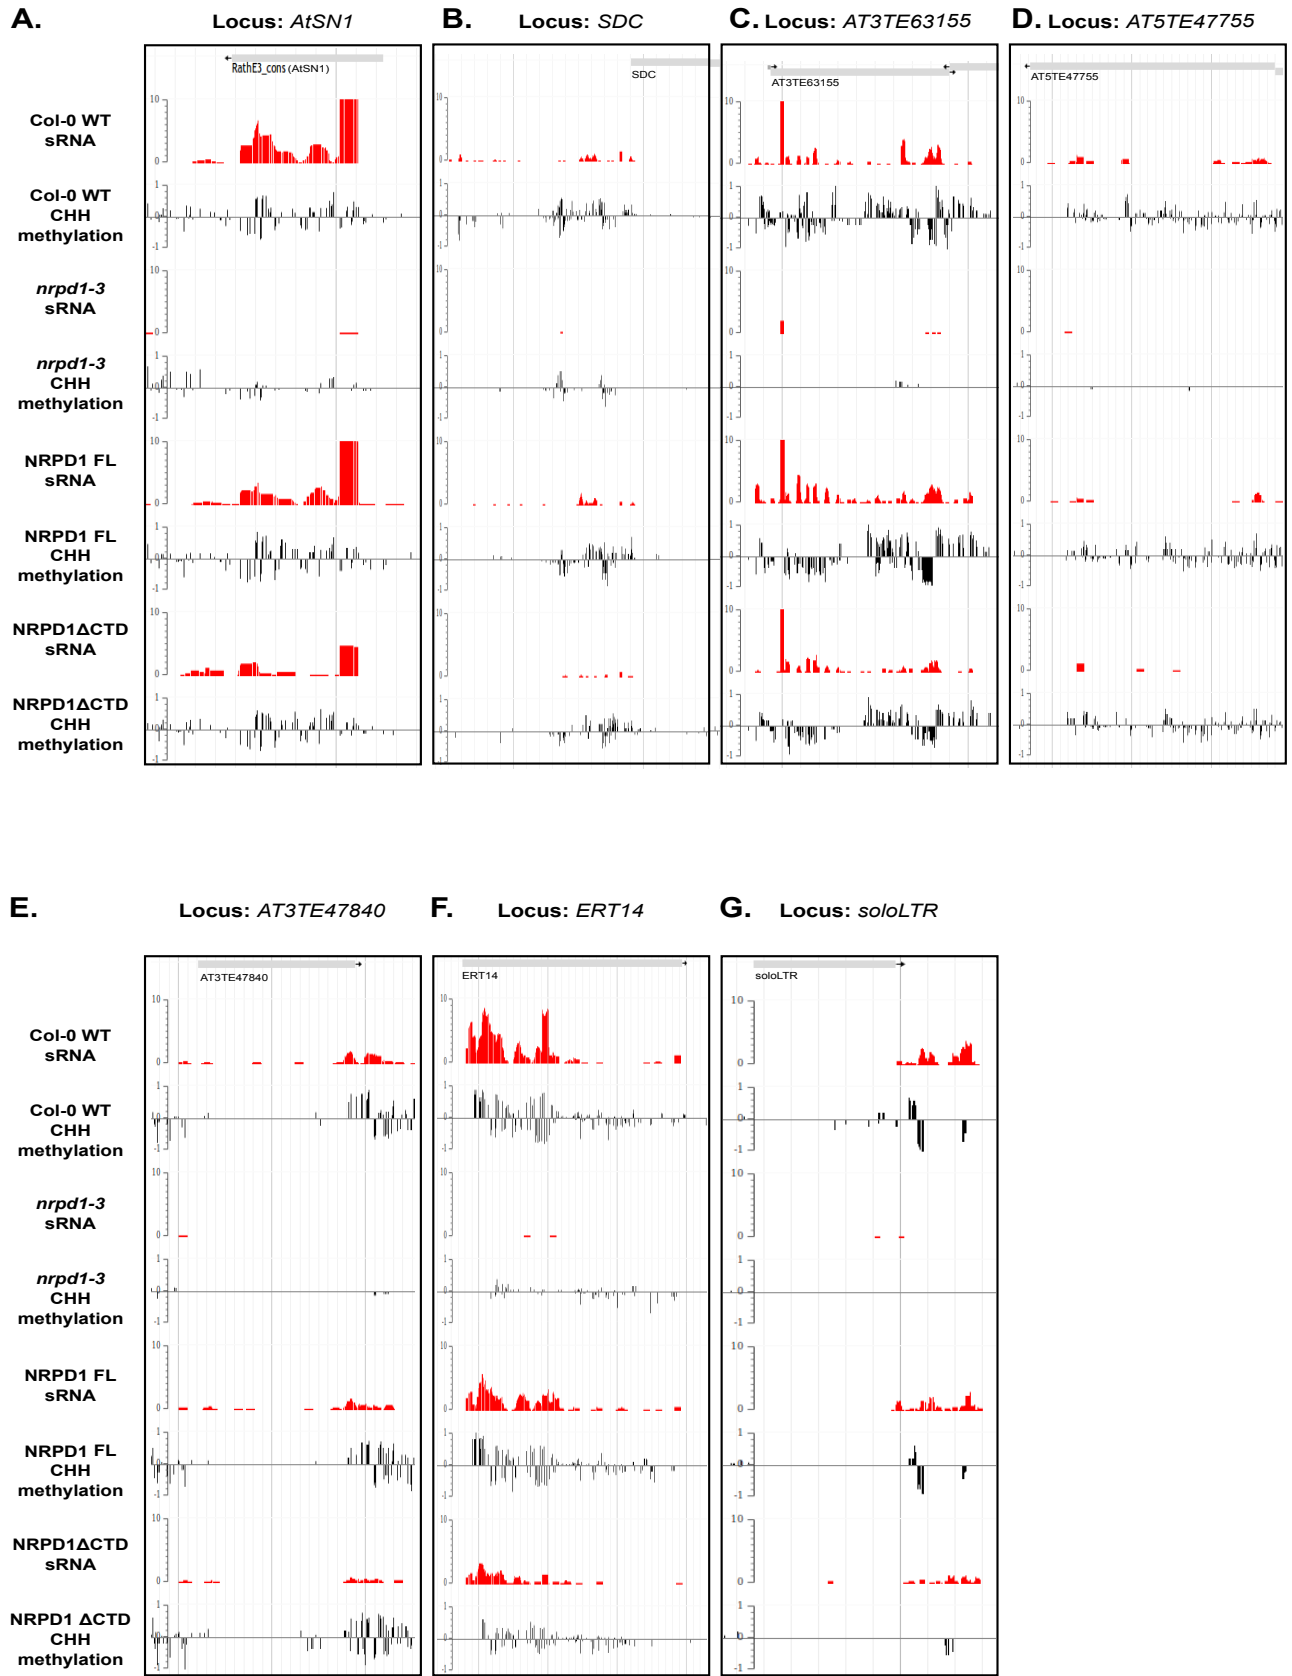

Figure S3. JBrowse screenshots of sRNA and bisulfite sequencing data for loci that remain derepressed in plants expressing NRPD1ΔCTD. Related to Figure 4. A. *AtSN1* (AT3TE63860); B. *SDC* (AT2G17690); C. *AT3TE63155*; D. *AT5TE47755*; E. *AT3TE47840*; F. *ERT14* (AT2G01422); G. *soloLTR* (AT5TE35950). Shown for each locus are tracks corresponding to 24 nt siRNA expression (in reads per million mapped) and percent CHH methylation identified by genome-wide sRNA and bisulfite sequencing of Col-0, *nrpd1-3* or *nrpd1-3* plants expressing either full length NRPD1 (NRPD1 FL) or NRPD1ΔCTD.

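The siRNA counts behind these tracks were measured over the cluster at each locus, as log2 fold changes of the mean of 2 replicates with the SD of the replicates. At AtSN1, on chromosome 3 from 15794540 to 15794826, the value was -5.61 ± 0.38 in nrpd1-3, -1.21 ± 0.04 in NRPD1 FL and -2.74 ± 0.50 in NRPD1ΔCTD. The primers of AtSN1 matched the genome with 1 mismatch. The cluster of SDC lies on chromosome 2 from 7681884 to 7682480 and overlaps an exon of AT2G17690, with -5.05 ± 0.70, -0.437 ± 0.21 and -2.14 ± 0.49 in the same order. AT3TE63155, on chromosome 3 from 15618509 to 15620033, had 0.697 ± 0.21 in NRPD1 FL and -0.498 ± 0.04 in NRPD1ΔCTD, and AT5TE47755, on chromosome 5 from 13472255 to 13472878, had -0.0849 ± 0.25 and -0.980 ± 0.02. At ERT14 (AT2G01422), on chromosome 2 from 183953 to 184741, NRPD1 FL had -0.513 ± 0.10 and NRPD1ΔCTD had -1.79 ± 0.23. The solo LTR on chromosome 5, with its cluster from 9872474 to 9872861, had -0.641 ± 0.14 and -1.62 ± 0.16, and was the locus least reduced in nrpd1-3, at -2.80 ± 0.14.

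The AT3TE47840 primers matched chromosome 3 from 11481426 to 11481581, and the cluster there runs from 11481561 to 11482199 over an exon of AT3G00580, annotated as misc_RNA. It had 88 and 84 reads in Col-0, 639 and 594 in nrpd1-3, 36 and 52 in NRPD1 FL and 95 and 87 in NRPD1ΔCTD. Its log2 fold change was 3.30 ± 0.10 in nrpd1-3, -0.894 ± 0.49 in NRPD1 FL and 0.259 ± 0.11 in NRPD1ΔCTD. The value in NRPD1ΔCTD changed sign with mapped reads outside the clusters as library size, to -0.0229.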

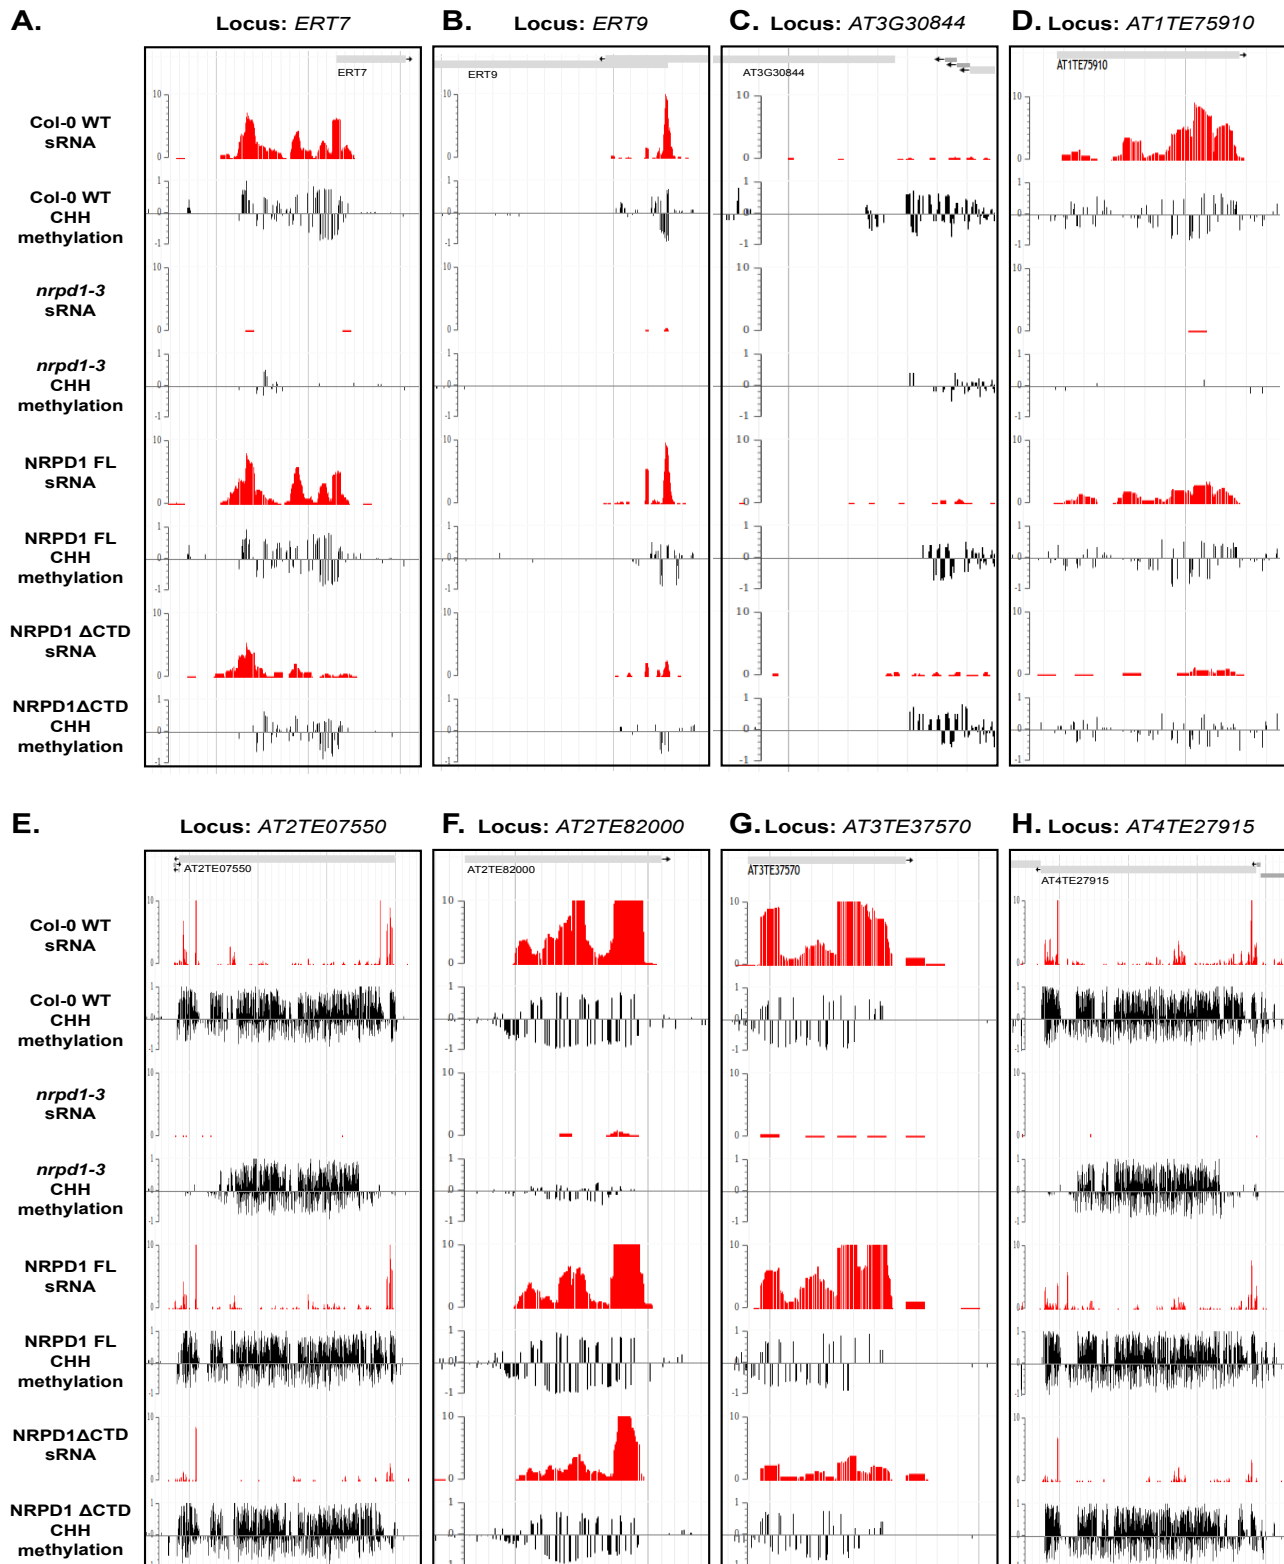

Figure S4. JBrowse screenshots of sRNA and bisulfite sequencing data for loci where transcriptional repression is restored in plants expressing NRPD1ΔCTD. Related to Figure 5. Loci analyzed include A. ERT7 (AT3G28899); B. ERT9 (AT5G24240); C. AT3G30844; D. AT1TE75910; E. AT2TE07550; F. AT2TE82000; G. AT3TE37570; H. AT4TE27915. Shown for each locus are tracks corresponding to 24 nt siRNA expression (in reads per million mapped) and percent CHH methylation identified by genome-wide sRNA and bisulfite sequencing of Col-0, *nrpd1-3*, or *nrpd1-3* plants expressing either full length NRPD1 (NRPD1 FL) or NRPD1ΔCTD.

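For these loci the siRNA values are log2 fold changes of the mean of 2 replicates over the cluster at the locus, with the SD of the replicates. At ERT7 the cluster lies on chromosome 3 from 10901890 to 10902396 and overlaps exons of AT3G28900 and AT3G28899. It had 433 and 334 reads in Col-0 and 88 and 107 in NRPD1ΔCTD, a value of -1.81 ± 0.40, against -0.413 ± 0.29 in NRPD1 FL. At ERT9 the cluster lies on chromosome 5 from 8233732 to 8234299 in an exon of AT5G24240, with -0.111 ± 0.05 in NRPD1 FL and -1.75 ± 0.06 in NRPD1ΔCTD. AT3G30844 is annotated as a pseudogene, and its cluster from 12602959 to 12603437 on chromosome 3 had only 46 and 29 reads in Col-0. There NRPD1 FL, at -0.944 ± 0.28, and NRPD1ΔCTD, at -0.921 ± 0.65, could not be told apart. AT1TE75910, on chromosome 1 from 23031574 to 23031822, was the lowest in NRPD1ΔCTD, at -3.60 ± 0.35, with -1.25 ± 0.04 in NRPD1 FL. AT2TE82000, on chromosome 2 from 18106721 to 18107015, had -2.09 ± 0.16 and -0.628 ± 0.02. AT3TE37570, on chromosome 3 from 8985709 to 8985959, had -2.31 ± 0.33 in NRPD1ΔCTD and -0.30 ± 0.02 in NRPD1 FL. In nrpd1-3 all 6 of these loci were between -7.16 and -4.91. TMM normalization moved these values most in every genotype. The largest shift was at AT3G30844 in nrpd1-3, from -5.81 to -0.280.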

**Table S1.** sRNA and bisulfite sequencing statistics

**Table S2.** % CHH methylation values at Pol IV DMRs. Related to Figure 2 and 6.

**Table S3.** sRNA read counts and calculations for Pol IV DMRs. Related to Figure 2 and 6.

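Supplementary Table S3 gives, for each DMR and library, small RNA read counts and the log2 fold change relative to the mean of the Col-0 replicates. The methods define the fold change by adding 0.5 reads to each count and scaling to RPM, which sets a lower limit for regions without reads. At 0.5 reads this limit lies between 0.0778 and 0.131 RPM in the 8 libraries analysed here. The 1997 DMR positions used with the cluster counts were taken from Supplementary Table S2, and this table gave the values of the other mutants.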

**Table S4.** sRNA sequencing log<sub>2</sub> fold change values and % CHH methylation values for the top 500 regions characterized by the smallest change in % methylation in NRPD1ΔCTD relative to Col-0. Related to Figure 3.

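The loci in this table and in Supplementary Table S4 are ranked by the change in % CHH methylation between NRPD1ΔCTD and Col-0, so each list of 500 loci was selected by methylation and not by siRNA level. The siRNA values in the tables are the paper's log2 fold changes over each DMR, whereas the values computed here are over the 24 nt clusters that overlap those DMRs, 511 for Supplementary Table S4 and 501 for this table.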

**Table S5.** sRNA sequencing log<sub>2</sub> fold change values and % CHH methylation values for the top 500 regions characterized by the largest change in % methylation in NRPD1ΔCTD relative to Col-0. Related to Figure 3.

**Table S6.** sRNA size class distributions across Pol IV DMRs. Related to Figure 3.

**Table S7.** sRNA sequencing log<sub>2</sub> fold change values for Pol IV-dependent precursor RNA (26-60 nt) levels. Related to Figure 3.

**Table S8.** Oligonucleotides used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

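Small RNA libraries were analysed from above-ground tissue of 2.5-week-old plants of 4 genotypes with 2 replicates each, 8 samples in all: WT Col-0, nrpd1-3, and nrpd1-3 carrying a transgene for NRPD1 FL or NRPD1ΔCTD. Bisulfite sequencing, RT-PCR and small RNA data of other mutants were not analysed here, since they are not in the files analysed here. The authors trimmed reads with Cutadapt, removed structural RNAs, mapped the rest to TAIR10 with ShortStack and counted mapped reads over 24 nt siRNA clusters found in both Col-0 replicates. The values deposited by the authors are raw counts, whole numbers without normalization, for the same 7323 clusters in each sample. Chromosome lengths of the reference genome were the same as those of TAIR10, and the paper's coordinates were used on it directly.

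Library sizes were the mapped reads of Supplementary Table S1, from 3829746 to 6424559 per sample. Counts summed over clusters ran from 28159 to 1267579 per sample. Each share of mapped reads was given a 95% Wilson interval, and 3 reads, or 0.467 to 0.783 RPM, were taken as the smallest level a library could show. As in the paper's methods, the log2 fold change of a cluster was computed after adding 0.5 reads, scaling to RPM and dividing by the mean RPM of the Col-0 replicates. Clusters with a mean log2 fold change of -2 or lower in nrpd1-3, a 4-fold loss, were called Pol IV-dependent, and the same cutoff was applied to NRPD1 FL and NRPD1ΔCTD. Medians were taken over clusters in each replicate and then averaged over the 2 replicates, with the SD of the replicates as the error.

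Genotypes were compared cluster by cluster in edgeR 4.0.16 under R 4.3.3, with the mapped reads as library sizes, a robust quasi-likelihood fit on all 8 samples, no filter on low counts and Benjamini-Hochberg adjustment with a threshold of 0.05. The standard error printed beside an edgeR log2 fold change is its absolute value divided by the square root of the F statistic. The fit was tested on simulated data with 200 changed clusters. The changes were at least 4-fold, in NRPD1ΔCTD only, and at clusters well covered in Col-0. All other counts were simulated at the Col-0 level. The fit recovered 198 of the changed clusters (99%) and gave the right direction for all 200. It made 12 false calls, or 5.71% of its calls, with a median absolute error of 0.244 on the log2 scale. Small changes, clusters near the floor and a fall of nearly all clusters were not simulated, so these rates do not cover them. Other tables were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Comparisons between 2 and 2 samples used exact permutation tests, whose smallest p is 0.33. Correlations across loci used 100000 permutations, and shares of clusters were compared by Fisher's exact test.

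Dense heterochromatin was assigned by the midpoint of the cluster, with the coordinates in the paper's methods. Clusters were joined by an overlap of at least 1 bp to DMRs and to the 500 loci in each of Supplementary Tables S4 and S5. The DMRs were those in the readable part of Supplementary Table S2, which covers 1997 DMRs on chromosomes 1, 2 and 3. The loci of Figures 4 and 5 were placed by their annotation identifier or by the paper's primers, with 300 bp of flanking sequence. Transposon identifiers are not in the annotation used, and AT2TE07550 and AT4TE27915 were left out because their primers matched 17 and 29 places. The share of 24-mers of a cluster that occur once in the genome served as a measure of how uniquely its reads could map. Clusters named in the text were the loci of Figures 4 and 5 and, among clusters with at least 100 reads in each Col-0 replicate, an adjusted p under 0.05 and the same direction in every pair of replicates, the 3 lowest and 3 highest in NRPD1ΔCTD, the 3 lowest and 3 highest in NRPD1 FL, and the 3 highest in nrpd1-3.

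The alternatives tried were other library sizes (cleaned reads, mapped reads outside the clusters, edgeR's TMM and the size factors of DESeq2 1.42.0), 0.1 or 1 read added to each count, only clusters with at least 100 reads in each Col-0 replicate, cutoffs of -1 and -3, the cutoff required of every replicate, read-weighted sums in place of medians, an overlap of at least 50% of the cluster, whole clusters inside dense heterochromatin, flanks of 0 or 1000 bp, the Wald test of DESeq2, fits with only the 2 genotypes compared, the replicate number as a block, and each sample left out in turn. Values that only a figure of the paper shows were measured from its bars and box plots against the gridlines, and a reading error of 0.1 was allowed for log2 values.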

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

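In nrpd1-3, 4 clusters had more siRNA reads than in Col-0 with an adjusted p under 0.05 by edgeR, in clusters that the paper reports only by their reduction. The edgeR log2 fold change was 3.31 on chromosome 3 from 11481561 to 11482199, the cluster at AT3TE47840, and 2.56 on chromosome 3 from 9608890 to 9609070. It was 1.48 on chromosome 4 from 1873242 to 1873566 and 0.861 on chromosome 4 from 2076849 to 2077436, in an exon of the pseudogene AT4G04293. Both nrpd1-3 replicates lay above both Col-0 replicates at each of them, with 639 and 594 reads against 88 and 84 at the first and 219 and 245 against 52 and 59 at the second. The cluster from 1873242 had 91 and 180 reads against 76 and 62, and was also higher in NRPD1ΔCTD, with a log2 fold change of 1.47 (adjusted p = 0.000376 by edgeR). At the cluster from 9608890 both transgenic lines fell below Col-0, with 11 and 0 reads in NRPD1 FL and 2 and 0 in NRPD1ΔCTD.

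A loss of siRNAs frees a part of each library, which could raise every other cluster. With mapped reads outside the clusters as library size the number of higher clusters was 0.75 times as large. This compares numbers only and does not show which clusters stayed higher. At AT3TE47840 the log2 fold change in nrpd1-3 was still 2.96 with this library size. Reads that map to several places were weighed by the share of 24-mers that are unique in the genome, whose median was 3.22 percentage points higher at these clusters than at the others. At the cluster from 9608890 that share was only 19.6%, so its reads may come from other copies. For AT3TE47840, 2 of the 2 nrpd1-3 replicates lay above both Col-0 replicates, a prediction written after the counts had been seen, and 78.9% of its 24-mers were unique. The increase there did not rest on a single replicate, although this restates the counts for which the cluster was flagged. Its share of unique 24-mers was close to the median of all clusters, 78.12%, so that test does not exclude multi-mapping reads. Loss of Pol IV remains a candidate explanation for the increase, as a hypothesis found and tested on the same data. The sizes of the reads are not in the files analysed here, so degradation products of derepressed transcripts were not tested against 24 nt siRNAs, and contamination and a strain difference were not tested either.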

How the results depend on the processing

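All alternatives below were set before the processed files arrived, as was the rule for the named clusters, and none was added later. Some predictions used to test explanations were written after the data had been seen, and are marked where they are given. Counts within 1.5 times the main count, and medians or shares that moved by less than the spread between replicates, are taken as unchanged. Of the rows for main results, 142 were unchanged, 98 moved and 1 changed sign. Of the rows for single loci, 239 were unchanged, 90 moved and 22 changed sign. The odds ratio of dense heterochromatin stayed on the same side of its test under every alternative computed for it. So did the correlation of siRNA with methylation. It was computed only with at least 100 reads in each Col-0 replicate, an overlap of at least 50% and 1 read added, and not with other library sizes. No result changed with an overlap of at least 50%, with whole clusters inside dense heterochromatin or with read-weighted sums.

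Normalization over the clusters themselves moved almost everything. With edgeR's TMM, 1006 clusters were at least 4-fold down in nrpd1-3. Of these, 55 were down in NRPD1 FL and 181 in NRPD1ΔCTD. The medians over these 1006 were -2.64, -0.224 and -0.421, and 25.4% of those down in NRPD1ΔCTD lay in dense heterochromatin. The NRPD1ΔCTD median was 0.497 at the loci with the smallest methylation change and -1.69 at those with the largest. At listed DMRs, 4.23% of the clusters were down in NRPD1 FL and 12.1% in NRPD1ΔCTD. By the edgeR test, 556 clusters were lower and 113 higher in nrpd1-3 than in Col-0, 822 and 479 in NRPD1 FL, 1516 and 928 in NRPD1ΔCTD, and 603 and 185 in NRPD1ΔCTD relative to NRPD1 FL. With DESeq2's size factors, 786 clusters were down in nrpd1-3. Of these, 43 were down in NRPD1 FL and 146 in NRPD1ΔCTD. The medians over these 786 were -2.64 in nrpd1-3, -0.220 in NRPD1 FL and -0.484 in NRPD1ΔCTD. The test then gave 331 lower and 119 higher clusters in nrpd1-3, 816 and 499 in NRPD1 FL, 1595 and 864 in NRPD1ΔCTD, and 646 and 157 in NRPD1ΔCTD relative to NRPD1 FL. Both methods take most clusters to be unchanged, and when nearly all fall together the scaling can absorb the fall.

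TMM also changed the sign of single loci. It rescales each library as a whole, so all loci of a genotype moved by about the same amount. The changes of sign therefore say nothing about single loci. In NRPD1ΔCTD the log2 fold change was then 0.0672 at AT2TE82000, 1.27 at AT3G30844, 1.67 at AT3TE63155, 1.19 at AT5TE47755, 0.353 at ERT14, 0.360 at ERT7, 0.396 at ERT9, 0.0330 at SDC and 0.541 at the solo LTR. In NRPD1 FL it was 0.286 at AT3TE37570, 0.517 at AT5TE47755, 0.0546 at ERT14, 0.187 at ERT7, 0.464 at ERT9 and 0.161 at SDC. In nrpd1-3 it was 0.583 at AT3TE37570, 0.918 at AT3TE63155, 0.460 at SDC and 2.71 at the solo LTR.

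With mapped reads outside the clusters as library size, medians were -0.765 in NRPD1 FL and -2.52 in NRPD1ΔCTD, -1.94 at the loci with the smallest methylation change and -4.13 at those with the largest. At listed DMRs, 7.91% of the clusters were down in NRPD1 FL and 75.4% in NRPD1ΔCTD. Higher clusters numbered 14 in NRPD1 FL, 1 in NRPD1ΔCTD and 11 in NRPD1ΔCTD relative to NRPD1 FL, and AT3TE47840 in NRPD1ΔCTD changed sign, to -0.0229. This library size leaves out the reads that differ most between genotypes and so widens the losses. With cleaned reads the NRPD1ΔCTD median was -2.34.

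Keeping clusters with at least 100 reads in each Col-0 replicate left 2854 clusters down in nrpd1-3, 211 in NRPD1 FL and 1946 in NRPD1ΔCTD, with medians of -6.96, -0.736 and -2.38. Dense heterochromatin then made up 30.4%, and 5.498% of the clusters at listed DMRs were down in NRPD1 FL. The test gave 2845 lower and 0 higher clusters in nrpd1-3, 1127 and 17 in NRPD1 FL, 2748 and 0 in NRPD1ΔCTD, and 2622 and 3 in NRPD1ΔCTD relative to NRPD1 FL. The filter lowers the number of clusters and takes away those near the floor. That floor limits nrpd1-3 most, where the median was -7.87 with 0.1 reads added and -5.37 with 1 read. The share of dense heterochromatin was 39.0% at a cutoff of -1, 31.8% at -3 and 32.9% with the cutoff required of every replicate.

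With the Wald test of DESeq2, higher clusters numbered 7 in nrpd1-3, 92 in NRPD1 FL, 8 in NRPD1ΔCTD and 10 in NRPD1ΔCTD relative to NRPD1 FL. With only the 2 genotypes compared in the fit, 2904 were lower and 133 higher in NRPD1 FL and 8 higher in NRPD1ΔCTD, a setting that estimates the dispersion from fewer samples. With the replicate number as a block, 12 were higher in NRPD1 FL and 11 in NRPD1ΔCTD relative to NRPD1 FL, where 38 and 18 were higher without it.

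With each replicate left out in turn, higher clusters ran from 3 to 15 in NRPD1 FL, from 1 to 3 in NRPD1ΔCTD, from 10 to 30 in NRPD1ΔCTD relative to NRPD1 FL and from 3 to 10 in nrpd1-3. Lower clusters in NRPD1 FL ran from 615 to 1296. Medians ran from -0.782 to -0.443 in NRPD1 FL, from -2.39 to -2.06 in NRPD1ΔCTD, from -1.83 to -1.47 at the loci with the smallest methylation change and from -4.02 to -3.65 at those with the largest. At listed DMRs the share down ran from 5.65% to 8.16% in NRPD1 FL and from 52.6% to 70.2% in NRPD1ΔCTD, and AT5TE47755 in NRPD1 FL ran from -0.387 to 0.298.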

Differences from the paper's values

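At the 500 loci with the largest methylation change, the median log2 fold change of NRPD1ΔCTD was -3.85 ± 0.0952 (SD, n = 2), and the paper's value is -4. The paper's value is printed without decimals and is over DMRs rather than clusters, so rounding alone could give this difference. Of the alternatives set before the files arrived, the value was within the replicate SD of the paper's when Col-0 replicate 2 was left out, at -4.02, and when NRPD1ΔCTD replicate 2 was left out, at -3.92. The other alternatives that apply to it did not reach it, with -3.65 without Col-0 replicate 1, -3.79 without NRPD1ΔCTD replicate 1, -3.904 with an overlap of at least 50% of the cluster, -3.77 with at least 100 reads in each Col-0 replicate, -3.76 with 1 read added, -4.13 with mapped reads outside the clusters and -1.69 with TMM.

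At AT3TE47840 the mean log2 fold change in nrpd1-3 was 3.30, and the paper's value is about -4.6 in Fig. 4E, read from the bars. In NRPD1ΔCTD it was 0.259, and the paper's value is about -1.2 in Fig. 4E. No alternative set before the files arrived closed either gap. In nrpd1-3 the alternatives ran from 2.96 with mapped reads outside the clusters to 8.80 with TMM, and in NRPD1ΔCTD from -0.0229 to 2.41 under the same settings. The direction in nrpd1-3 is thus opposite to that in the figure. Of the 39 values read from the bars of Figures 4 and 5, which cover 13 loci and 3 genotypes, the other 37 lay within the larger of the replicate SD and the reading error of 0.1. The reading error was set after the fold changes had been computed. By the replicate SD alone, 3 more would differ: AT1TE75910 in NRPD1 FL at -1.25 against about -1.3 in Fig. 5D, AT3TE63155 in NRPD1ΔCTD at -0.498 against about -0.55 in Fig. 4C, and ERT9 in NRPD1 FL at -0.111 against about -0.05 in Fig. 5B.

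The order in which samples joined also differs from the figure of the paper. In the heatmap of Figure 6A, which includes other mutants, NRPD1ΔCTD is placed on the branch of nrpd1-3. With the 4 genotypes in the files, NRPD1ΔCTD joined Col-0 and NRPD1 FL at a distance of 3.30, and nrpd1-3 joined last at 7.03. The methods ask for a minimum of 25 reads in both Col-0 replicates, and 166 clusters had fewer in Col-0 replicate 1.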

Other observations

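The nrpd1-3 replicates differed in what they kept. Replicate 2 had 44258 cluster reads against 28159 in replicate 1, although it was the smaller library, at 0.841 times the mapped reads, so a deeper library was not the reason. That prediction was written after the depths had been seen. If reads were carried over from other libraries of the pool, they would be a fixed share of Col-0 at every abundance. The ratio to Col-0 was 0.812 times as large in the 20% of clusters with the most Col-0 reads as in the lowest 20%, at 1.75% against 2.16%. Replicate 1 showed the same pattern at a lower level, with 0.503% against 0.701%, so this test does not set replicate 2 apart and is no evidence of carry-over in it. At the 188 clusters nearly silent in both transgenic lines, the ratio in replicate 2 was 0.459 times that at the other clusters, 0.849% against 1.85%, which is lower than carry-over from Col-0 alone would give. In replicate 1 it was also lower there, 0.153% against 0.578%. siRNAs made without Pol IV at the same clusters in both replicates could not be told apart, with a partial Spearman correlation of the replicates given Col-0 of 0.218. The reason for the difference between the replicates remains open.

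Dense heterochromatin was rarer among clusters down in NRPD1ΔCTD, with an odds ratio of 0.512. It stayed at 0.542 when clusters were stratified by abundance in Col-0, at 0.539 when stratified by length, and at 0.380 among clusters with at least 90% unique 24-mers. With the ratio of NRPD1ΔCTD to NRPD1 FL in place of that to Col-0, which removes what any transgene fails to rescue, it was 0.628. None of these tests brought it near 1. A dependence on the CTD that is greater in euchromatin is a candidate explanation, but GC content was not tested, and the line carrying NRPD1 FL showed a tendency of the same kind.

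Clusters that NRPD1 FL did not rescue were mostly not rescued by NRPD1ΔCTD either. The overlap was 1.59 times that of independent sets, a prediction written after the overlap had been seen. NRPD1ΔCTD was below NRPD1 FL at 97.5% of the clusters. Most clusters past the cutoff in NRPD1 FL would therefore pass it in NRPD1ΔCTD too, and the overlap cannot show a shared cause. These clusters had a median log2 fold change of -3.14 in NRPD1 FL and -5.36 in NRPD1ΔCTD. Their median Col-0 count was 0.879 times that of the other clusters, 74.25 against 84.5 reads. This is the direction that low counts would give, although the difference is smaller than the prediction required, so low counts are not excluded as a part of the reason. Their median share of unique 24-mers was 13.1 percentage points higher, which argues against reads that map to several places. The share whose next cluster was also unrescued was 1.30 times that of shuffled positions, 11.4% against 8.74% (permutation test, p = 0.00699), an excess smaller than the prediction required. Loss in neighbouring clusters together is thus not excluded for a part of them. A state of these loci in the nrpd1-3 background that a transgene does not reverse is a hypothesis that may be examined with methylation data, which are not in the files analysed here.

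The methylation kept in NRPD1ΔCTD followed the siRNA log2 fold change across DMRs with a rho of 0.560. With the remaining siRNA level, in RPM per kb, rho was 0.324, a difference of -0.235. Methylation was itself taken relative to Col-0, which favours a siRNA measure of the same kind. The comparison therefore cannot decide between the share kept and the remaining level. Without the loci at least 4-fold down in NRPD1 FL, rho was 0.514 over 1816 loci, 0.918 times its value, so the relation did not rest on those loci alone. Smaller losses shared with NRPD1 FL stay in at the other loci, and this test does not exclude them as a part of the relation. Loci of the same plants are not independent, and the direction of any effect between siRNA and methylation was not tested.

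Clusters that NRPD1 FL restored less also lost more in NRPD1ΔCTD. Part of this could come from noise in the Col-0 reference that both share. With NRPD1 FL set against Col-0 replicate 1 and NRPD1ΔCTD against Col-0 replicate 2, Spearman's rho across clusters was 0.610 in place of 0.693, or 0.881 times its value. Shared noise in the reference was therefore a minor part of the relation.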
